# Musashi proteins are post-transcriptional regulators of the epithelial-luminal cell state

**DOI:** 10.7554/eLife.03915

**Published:** 2014-11-07

**Authors:** Yarden Katz, Feifei Li, Nicole J Lambert, Ethan S Sokol, Wai-Leong Tam, Albert W Cheng, Edoardo M Airoldi, Christopher J Lengner, Piyush B Gupta, Zhengquan Yu, Rudolf Jaenisch, Christopher B Burge

**Keywords:** cancer genomics, translational regulation, alternative splicing, epithelial–mesenchymal transition, human, mouse

## Abstract

The conserved Musashi (Msi) family of RNA binding proteins are expressed in stem/progenitor and cancer cells, but generally absent from differentiated cells, consistent with a role in cell state regulation. We found that Msi genes are rarely mutated but frequently overexpressed in human cancers and are associated with an epithelial-luminal cell state. Using ribosome profiling and RNA-seq analysis, we found that Msi proteins regulate translation of genes implicated in epithelial cell biology and epithelial-to-mesenchymal transition (EMT), and promote an epithelial splicing pattern. Overexpression of Msi proteins inhibited the translation of Jagged1, a factor required for EMT, and repressed EMT in cell culture and in mammary gland *in vivo*. Knockdown of Msis in epithelial cancer cells promoted loss of epithelial identity. Our results show that mammalian Msi proteins contribute to an epithelial gene expression program in neural and mammary cell types.

**DOI:** http://dx.doi.org/10.7554/eLife.03915.001

## eLife digest

All living things start life as a single cell, but many organisms develop into a collection of different, specialized cells. Most of the cells in an organism can only divide to make more of the same type of cell; however, stem cells are different because they can ‘differentiate’ and develop into several different cell types.

A key step in the development of an embryo is called the epithelial-to-mesenchymal transition, in which an epithelial cell—a cell type that normally lines body surfaces and cavities—begins to crawl away from the tissue it is in and starts to differentiate. This transition also allows cancer cells to leave tumors and spread around the body, in a process known as metastasis.

In mammals, two proteins called Musashi1 and Musashi2 are abundant in stem cells and brain cancers, but are rarely found in specialized tissues and cells. Katz, Li et al. now find that the Musashi proteins are also often overexpressed in human breast, lung, and prostate tumors. In addition, Musashi proteins are much less abundant in cells that have completed an epithelial-to-mesenchymal transition.

When Katz, Li et al. artificially reduced the amounts of Musashi proteins in breast cancer cells, the cells migrated and dispersed, as if becoming mesenchymal cells. Furthermore, many of the genes normally used in epithelial cells were switched off. In comparison, artificially increasing the levels of Musashi proteins halted the movement of mesenchymal cells and led to increased levels of genes used in epithelial cells, as if they were reverting to epithelial cells. Therefore, it appears that the Musashi proteins prevent epithelial cells from developing mesenchymal properties.

Katz, Li et al. investigated how Musashi proteins work at the molecular level by studying neural and mammary cells in mice. This revealed that Musashi proteins control the steps that lead to the epithelial-to-mesenchymal transition by binding to the tail end of the RNA molecules that include the instructions to make certain proteins. This affects how often these proteins can be made from the RNA molecules. Katz, Li et al. suggest that Musashi proteins may similarly control the behavior of progenitor and stem cells in many other tissues as well; however, further study is needed to confirm this.

**DOI:** http://dx.doi.org/10.7554/eLife.03915.002

## Introduction

During both normal development and cancer progression, cells undergo state transitions marked by distinct gene expression profiles and changes in morphology, motility, and other properties. The Epithelial-to-Mesenchymal Transition (EMT) is one such transition, which is essential in development and is thought to be co-opted by tumor cells undergoing metastasis (Polyak and Weinberg, 2009). Much work on cell state transitions in both the stem cell and cancer biology fields has focused on the roles that transcription factors play in driving these transitions (Polyak and Weinberg, 2009; Lee and Young, 2013), such as the induction of EMT by ectopic expression of the transcription factors Snail, Slug, or Twist (Mani et al., 2008).

Recent work has shown that RNA-binding proteins (RBPs) also play important roles in cell state transitions, by driving post-transcriptional gene expression programs specific to a particular cell state. The epithelial specific regulatory protein (ESRP) family of RBPs are RNA splicing factors with epithelial tissue-specific expression whose ectopic expression can partially reverse EMT (Warzecha et al., 2009; Shapiro et al., 2011). RBPs have also been implicated in other cell state transitions, such as reprogramming of somatic cells to induced pluripotent stem cells (iPSCs), which have the essential characteristics of embryonic stem cells (ESCs). For example, overexpression of the translational regulator and microRNA processing factor Lin28 along with three transcription factors is sufficient to reprogram somatic cells (Yu et al., 2007). The Muscleblind-like (Mbnl) family of RBPs promote differentiation by repressing an ESC-specific alternative splicing program, and inhibition of Mbnls promotes cellular reprogramming (Han et al., 2013). For ESRP, Lin28, and Mbnl proteins, the developmental or cell-type-specific expression pattern of the protein provided clues to their functions in the maintenance of epithelial, stem cell, or differentiated cell state.

The Musashi (Msi) family comprises some of the most highly conserved and tissue-specific RBPs, with *Drosophila Msi* expressed exclusively in the nervous system (Nakamura et al., 1994; Busch and Hertel, 2011). In mammals, the two family members *Msi1* and *Msi2* are highly expressed in stem cell compartments but are mostly absent from differentiated tissues. *Msi1* is a marker of neural stem cells (NSCs) (Sakakibara et al., 1996) and is also expressed in stem cells in the gut (Kayahara et al., 2003) and epithelial cells in the mammary gland (Colitti and Farinacci, 2009), while *Msi2* is expressed in hematopoietic stem cells (HSCs) (Kharas et al., 2010). This expression pattern led to the proposal that Msi proteins generally mark the epithelial stem cell state across distinct tissues (Okano et al., 2005), with HSCs being an exception. *Msi1* is not expressed in the normal adult brain outside a minority of adult NSCs but is induced in glioblastoma (Muto et al., 2012).

Msi proteins affect cell proliferation in several cancer types. In glioma and medulloblastoma cell lines, knockdown of *Msi1* reduced the colony-forming capacity of these cells and reduced their tumorigenic growth in a xenograft assay in mice (Muto et al., 2012). Msi expression correlates with HER2 expression in breast cancer cell lines, and knockdown of Msi proteins resulted in decreased proliferation (Wang et al., 2010). These observations, together with the cell-type specific expression of Msi proteins in normal development, suggested that Msi proteins might function as regulators of cell state, with potential relevance to cancer.

Msi proteins have been proposed to act as translational repressors of mRNAs—and sometimes as activators (MacNicol et al., 2011)—when bound to mRNA 3′ UTRs, and were speculated to affect pre-mRNA processing in *Drosophila* (Nakamura et al., 1994; Okano et al., 2002). However, no conclusive genome-wide evidence for either role has been reported for the mammalian Msi family. Here, we aimed to investigate the roles of these proteins in human cancers and to gain a better understanding of their genome-wide effects on the transcriptome using mouse models.

## Results

### Msi genes are frequently overexpressed in multiple human cancers

To obtain a broad view of the role Msis might play in human cancer, we surveyed the expression and mutation profiles of Msi genes in primary tumors using genomic and RNA sequencing (RNA-Seq) data from The Cancer Genome Atlas (TCGA) (Cancer Genome Atlas Network., 2012). To determine whether Msi genes are generally upregulated in human cancers, we analyzed RNA-Seq data from five cancer types for which matched tumor-control pairs were available. In these matched designs, a pair of RNA samples was obtained in parallel from a single patient's tumor and healthy tissue-matched biopsy, thus minimizing the contribution of individual genetic variation to expression differences. We observed that *Msi1* was upregulated in at least 40% of breast, lung, and prostate tumors, while *Msi2* was upregulated in at least 50% of breast and prostate tumors (Figure 1A, top). Overall, *Msi1* or *Msi2* were significantly upregulated in matched tumor-control pairs for 3 of the 5 cancer types, compared to control pairs. Kidney tumors showed the opposite expression pattern, with *Msi1* and *Msi2* downregulated in a majority of tumors and rarely upregulated, and in thyroid cancer neither *Msi1* nor *Msi2* showed a strong bias towards up- or down-regulation (Figure 1A, top). In breast tumors, a bimodal distribution of *Msi1* expression was observed, with a roughly even split between up- and down-regulation of *Msi1*, consistent with the idea that *Msi1* upregulation might be specific to a subtype of breast tumors. The bimodality of *Msi1* expression was not seen when comparing control pairs, so is not explained by general variability in *Msi1* levels (Figure 1A, bottom, solid vs dotted lines).

**Figure 1.**
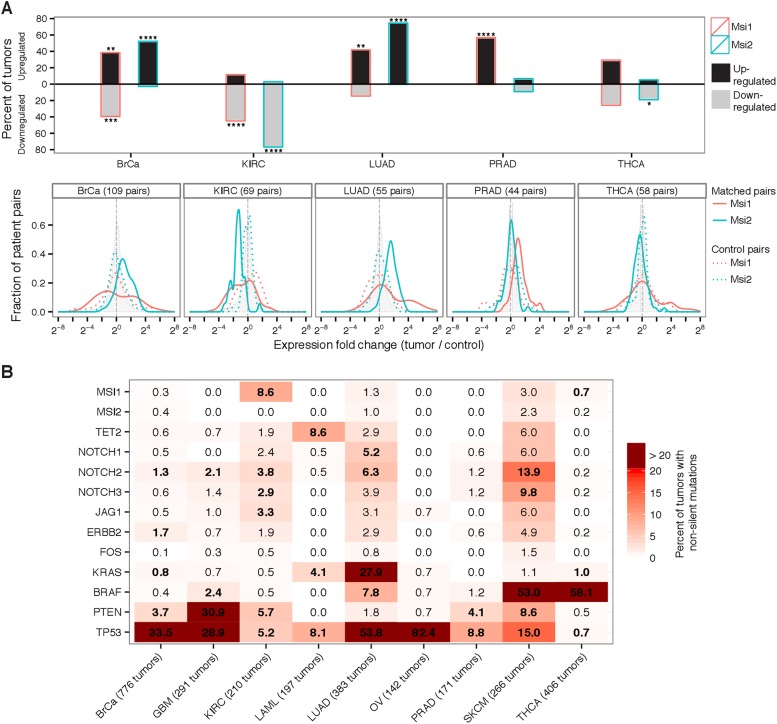
Msi genes are frequently overexpressed in breast, lung, and prostate cancer but downregulated in kidney cancer. (**A**) Top: percentage of matched tumor–control pairs with upregulated (black-fill bars) or downregulated (grey-fill bars) *Msi1* or *Msi2* in five cancer types with matched RNA-Seq data. Upregulated/downregulated defined as at least two-fold change in expression in tumor relative to matched control. Asterisks indicate one-tailed statistical significance levels relative to control pairs. Bottom: distribution of fold changes for *Msi1* and *Msi2* in matched tumor–control pairs (solid red and green lines, respectively) and in an equal number of control pairs (dotted red and green lines, respectively.) Shaded gray density shows the fold change across all genes. (**B**) Percentage of tumors with non-silent mutations in *Msi1*/*Msi2* and a select set of oncogenes and tumor suppressors across nine cancer types. Bold entries indicate genes whose mutation rate is at least two-fold above the cancer type average mutation rate. **DOI:** http://dx.doi.org/10.7554/eLife.03915.003

**Figure 1—figure supplement 1.**
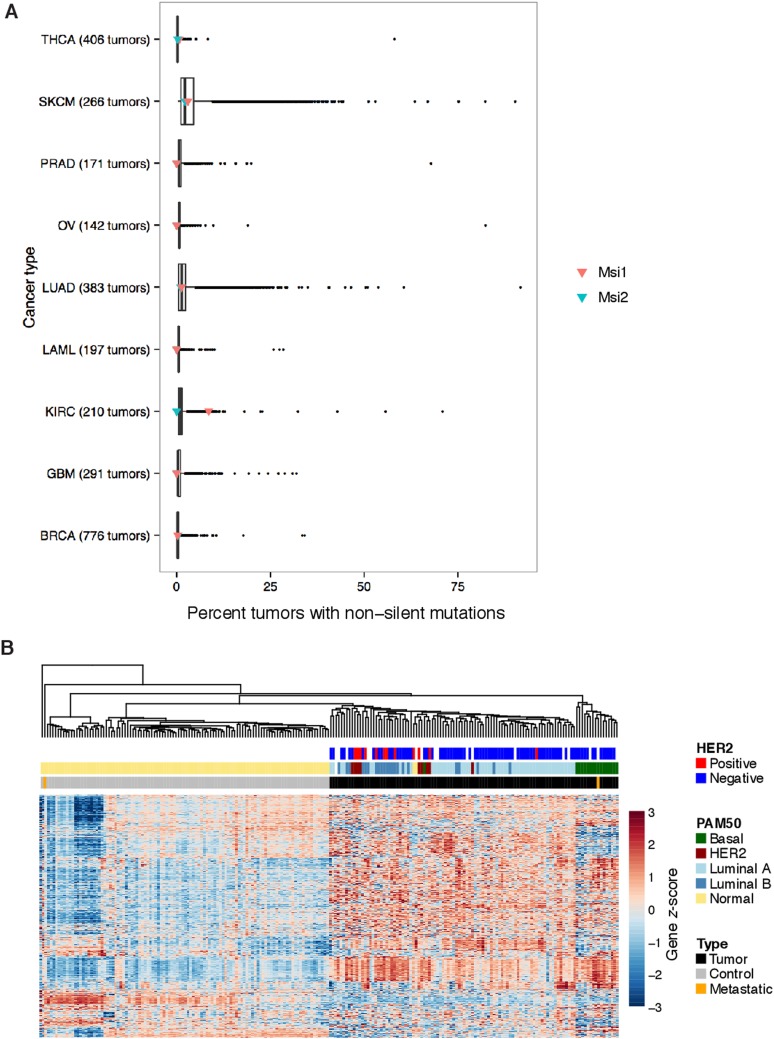
Analysis of *Msi1/Msi2* mutation and expression profiles in TCGA datasets. (**A**) Distributions of the percent of tumors with non-silent mutations across cancer types in TCGA DNA sequencing data. Red and green triangles indicate values for Msi1 and Msi2, respectively. (**B**) Unsupervised hierarchical clustering of breast cancer tumors and matched controls, with overlaid sample labels, clinical markers and PAM50 subtypes. **DOI:** http://dx.doi.org/10.7554/eLife.03915.004

Examining genome sequencing data from matched tumor-control pairs across nine diverse cancer types, we found that *Msi1* and *Msi2* were not significantly mutated in most of these cancers (Figure 1B). One notable exception was kidney cancer (KIRC), where non-silent mutations in *Msi1* were significantly overrepresented, detectable in 9% of tumors (ranked in the 99^th^ percentile of mutations per gene in this cancer) (Figure 1—figure supplement 1A). This observation, together with the lower Msi mRNA levels observed in matched kidney tumors (Figure 1A), is consistent with a model in which loss of Msi function is selected for in kidney tumor cells, either as a result of downregulation or mutation. The observation that *Msi1*/*Msi2* was not significantly mutated in most tumors but are overexpressed in several tumor types (including glioblastoma) makes their profile more similar to oncogenes like FOS or HER2, than to tumor suppressors like PTEN and TP53, which tend to have the opposite pattern (Verhaak et al., 2010; Cancer Genome Atlas Network., 2012) (Figure 1B).

### Msi expression marks an epithelial-luminal state and is downregulated upon EMT

To determine whether Msi overexpression is specific to a particular cancer cell state, we focused on breast cancer, where tumors with distinct properties can be robustly classified by gene expression (Parker et al., 2009; Cancer Genome Atlas Network., 2012). Unsupervised hierarchical clustering of matched tumor and control samples produced a nearly perfect separation of tumors from control samples, rather than clustering by patient/genome of origin (Figure 1—figure supplement 1B). We overlaid on top of our clustering a classification of samples into Normal, HER2+, Luminal A, Luminal B, and Basal states using RNA-Seq data to measure expression of the PAM50 gene set (Parker et al., 2009). Our clustering using all genes corresponded well to the PAM50 classification (Cancer Genome Atlas Network., 2012), separating most Luminal A from Luminal B tumors and showing a general grouping of HER2+ tumors (Figure 1—figure supplement 1B). Using this classification, we found that *Msi2* was highly expressed in Luminal tumors (Figure 2A). *Msi1* was more variable across tumor subtypes, often showing a bimodal profile, split between up- and down-regulation (Figure 1A and Figure 2—figure supplement 1B). *Msi2* expression was highest in Luminal B tumors, which are known to be more aggressive and highly proliferating (Ki67-high) than Luminal A types and are thought to share properties with epithelial mammary progenitor cells (Das et al., 2013). These observations prompted the hypothesis that Msi proteins might be localized to epithelial cells in breast cancer tumors. The splicing factors *Rbfox2* and *Mbnl1* were previously identified as regulators of EMT and are upregulated during this transition (Venables et al., 2013). Using TCGA expression analysis, we confirmed that *Rbfox2* and *Mbnl1* are more highly expressed in luminal tumors compared with mesenchymal tumors, as predicted by their role in EMT (Figure 2—figure supplement 2).

**Figure 2.**
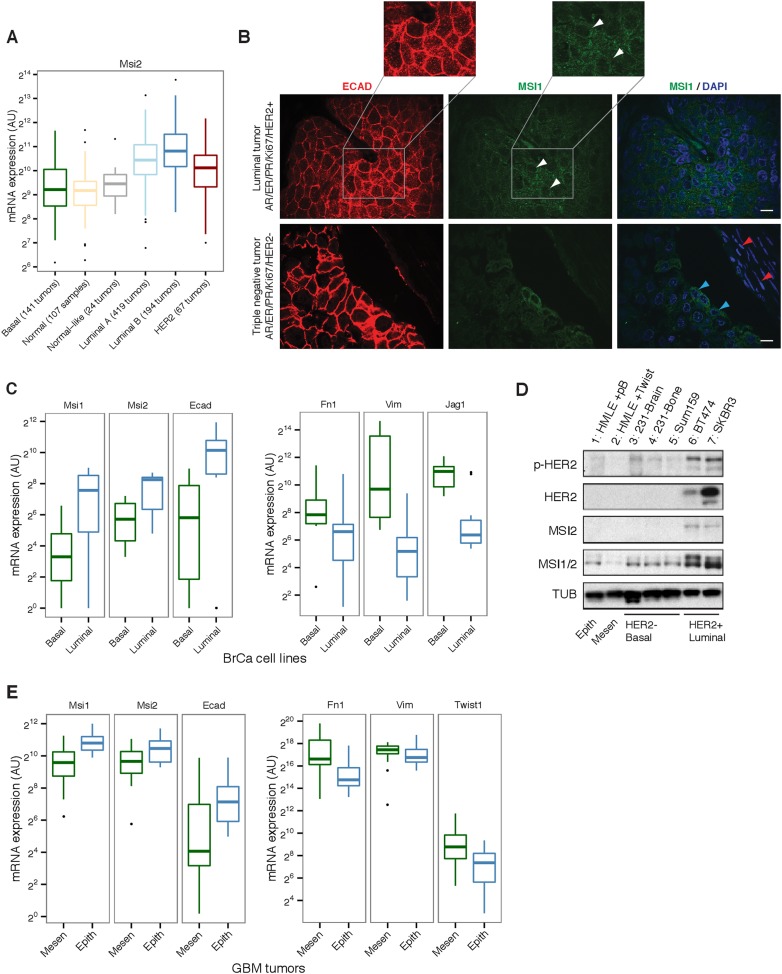
Msi is associated with the epithelial-luminal state in breast cancer. (**A**) mRNA expression of *Msi2* across different breast tumor types in TCGA RNA-Seq. (**B**) Immunofluorescence staining for Ecadherin (ECAD, red) and *Msi1* (MSI1, green). Top: luminal human breast tumor with high number of ECAD-positive cells. MSI1 shows primarily cytoplasmic localization (white arrowheads). Inset shows magnified version of ECAD and MSI staining. Bottom: triple negative, basal-like tumor. ECAD-positive cells showed strong cytoplasmic MSI1 stain (blue arrowheads) while ECAD-negative cells were MSI1-negative (red). Single confocal stacks shown, 10 μm scale. (**C**) mRNA expression of *Msi1*, *Msi2*, *Ecad*, *Fn1*, *Vim*, and *Jag1* in breast cancer cell lines by RNA-Seq (datasets are listed in Supplementary file 1). (**D**) Western blot for MSI1/2 (MSI1/2 cross react. antibody), MSI2, phosphorylated HER2 (p-HER2) and HER2 in panel of breast cell lines. ‘HMLE + pB’ indicates HMLE cells infected with pB empty vector, ‘HMLE + Twist’ indicates HMLE cells infected with Twist transcription factor to induce EMT. MDAMB231-derived metastatic lines (231-Brain, 231-Bone) and Sum159 are basal, HER2-negative cancer cell lines. BT474 and SKBR3 are HER2-positive, epithelial-luminal cancer cell lines. Epithelial-luminal (HER2-positive) lines show increased expression of Msi proteins compared with basal lines, and Twist-induced EMT reduces Msi expression. (**E**) mRNA expression of *Msi1*, *Msi2*, *Ecad*, *Fn1*, *Vim*, and *Twist1* in GBM tumors classified as mesenchymal (*n* = 20) or epithelial (*n* = 20) using an EMT gene signature. **DOI:** http://dx.doi.org/10.7554/eLife.03915.005

**Figure 2—figure supplement 1.**
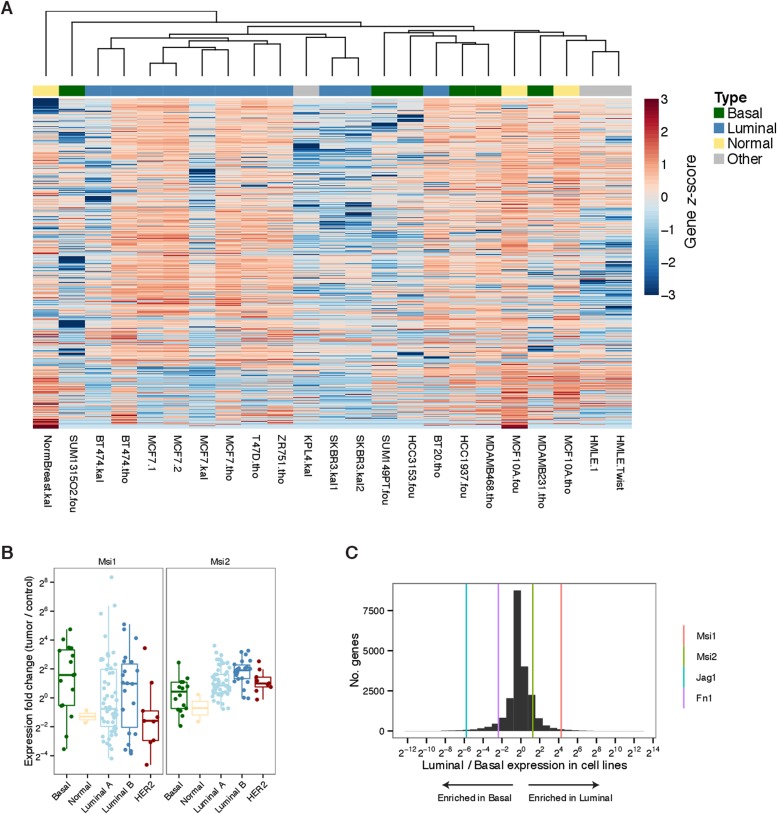
Expression of *Msi1/Msi2* in subtypes of breast cancer cell lines and breast cancer tumors. (**A**) Unsupervised hierarchical clustering of gene expression from RNA-seq of breast cancer cell lines. (**B**) Fold-change in tumor–control pairs of TCGA breast cancer tumors for Msi1 and Msi2 across tumor subtypes. Msi1 shows a variable bimodal distribution of fold changes, while Msi2 is enriched in Luminal B tumors relative to Basal tumors. (**C**) Ratio of luminal to basal cancer cell line fold changes for Msi1, Msi2, Jag1, and Fn1. **DOI:** http://dx.doi.org/10.7554/eLife.03915.006

**Figure 2—figure supplement 2.**
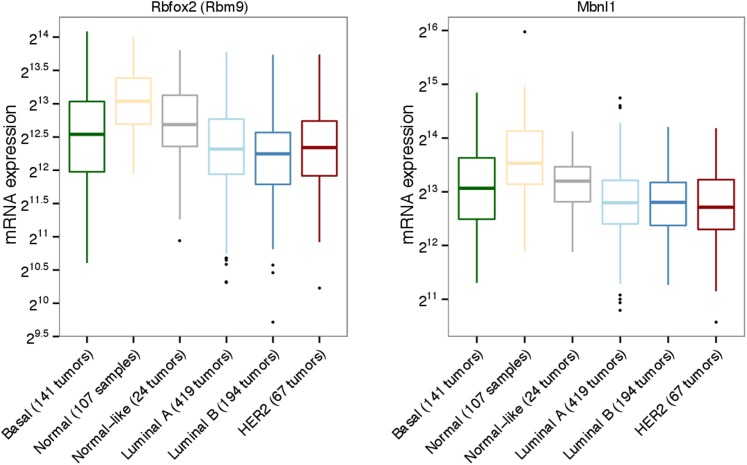
Expression of Rbfox2 (Rbm9) and Mbnl1 in subtypes of breast cancer tumors from TCGA. Expression values for Rbfox2/Mbnl1 plotted across PAM50 subtypes, after TMM normalization. **DOI:** http://dx.doi.org/10.7554/eLife.03915.007

To examine the expression and distribution of Msi proteins in tumors, we stained a panel of human breast cancer tumors for MSI1 and the epithelial marker E-cadherin (ECAD). MSI1 expression was predominantly cytoplasmic (Figure 2B, top panel). Across luminal tumors, MSI1 was co-expressed with ECAD (as in Figure 2B, top panel). In triple negative/basal-like tumors, a minority of ECAD-positive cells showed strong MSI1 staining, whereas ECAD-negative cells showed little to no expression (Figure 2B, blue and red arrowheads, respectively), supporting an association between Msi and epithelial cell state in tumors. Given the heterogeneity of human tumor samples, it is possible that the increased expression of Msi genes in luminal tumors (compared with basal) reflects the generally higher fraction of epithelial cells in these tumors.

To explore whether Msi expression is associated with a luminal as opposed to basal state in a more homogenous system, we analyzed RNA-Seq data for luminal and basal breast cancer cell lines generated by multiple independent labs (RNA-Seq data sets used are listed in Supplementary file 1). Gene expression profiles from the same cell lines generated independently tended to cluster together in unsupervised clustering (supporting consistency of data across labs), and overall the basal cell lines were distinguishable from the luminal lines (Figure 2—figure supplement 1A). Matching the pattern observed in primary tumors, we observed higher *Msi1* and *Msi2* expression in luminal breast cancer lines than in basal lines (Figure 2C, left panel). Expression of Fibronectin (*Fn1*), Vimentin (*Vim*), and Jagged1 (*Jag1*), which are associated with the basal/mesenchymal state (Yamamoto et al., 2013), had the opposite pattern, showing strong enrichment in basal over luminal lines (Figure 2C, right panel). The enrichments of these four genes for either the luminal or basal state were unusual when compared to the background distribution of these enrichments across all expressed genes (Figure 2—figure supplement 1C), indicating that these genes are strong indicators of the two states.

To further investigate the connection between Msi expression and EMT in breast cancer, we examined Msi expression in a panel of breast cancer-derived cell lines. Consistent with the RNA-Seq data from primary tumors, HER2+ epithelial cell lines expressed higher levels of *Msi1* and *Msi2* compared with HER2– lines (Figure 2D, lane 6 and 7). A standard cell culture model of EMT is the immortalized inducible-Twist human mammary epithelial (HMLE-Twist) cell line, which undergoes EMT when induced to express the transcription factor Twist (Mani et al., 2008). We found that *Msi1* was strongly downregulated in HMLE cells following Twist-induced EMT (Figure 2D), consistent with the epithelial-associated expression pattern of Msis in primary tumors (Figure 2A–C). Similarly, Msi protein expression was higher in luminal, HER2+ breast cancer lines (BT474, SKBR3 in Figure 2D) compared with basal HER2– breast cancer lines (brain and bone metastatic derivatives of MDAMB231, 231-Brain and 231-Bone, and SUM159 in Figure 2D).

We next asked whether the epithelial expression signature of Msis is present in other primary tumors. Given the established role of Msi proteins as regulators of Glioblastoma (GBM) cell growth and as markers of primary tumors (Muto et al., 2012), we examined whether there is a similar subtype expression pattern in GBM tumors from TCGA (Verhaak et al., 2010). We used an EMT gene signature to rank GBM tumors from more epithelial to more mesenchymal, based on the similarity of each tumor's gene expression profile to that of cells undergoing EMT in culture (Feng et al., 2014). Using this ranking, we found that the top 20 most epithelial tumors expressed higher levels of Msi and epithelial markers like ECAD (Figure 2E). By contrast, the top 20 most mesenchymal tumors expressed lower levels of Msi and higher levels of mesenchymal markers like Fibronectin and Vimentin (Figure 2E). Thus, Msi expression is enriched in epithelial tumors in GBM as well, consistent with the results obtained in breast cancer tumors and cell lines.

Taken together, these results show that Msi genes are rarely mutated but frequently overexpressed across human cancers and are strong markers of the epithelial-luminal state. This pattern suggests that Msi proteins may play a role in the maintenance of an epithelial state and/or repression of EMT, in both breast and neural cell types. To better understand the molecular functions of Msi proteins, we turned to a controlled cell culture system.

### Genetic system for inducible overexpression and depletion of *Msi1/2* in NSCs

The upregulation of Msi genes in glioblastoma motivated the choice of NSCs as a system to study the molecular roles of Msi proteins, a cell type where both proteins are highly expressed in normal development, and where their target mRNAs are likely to be present. NSCs provide a well-characterized system for homogeneous cell culture (Kim et al., 2003), which is not always available for progenitor/stem cell types cultured from other primary tissues like the mammary gland, making NSCs grown in culture amenable to analysis by genome-wide techniques. Furthermore, the conserved expression of Msi genes in the nervous system and their reactivation in human glioblastoma suggests that molecular insights obtained in this system could be informative about the roles of Msi proteins in glioblastoma cells.

We cultured cortical NSCs from E12.5 embryos obtained from transgenic mice with a Dox-inducible *Msi1* or *Msi2* allele, and from double conditional knockout mice for *Msi1/Msi2*, whose deletion was driven by a Tamoxifen-inducible Cre (Figure 3A). These systems enabled robust overexpression or depletion of Msi proteins (Figure 3B) within 48–72 hr of induction. To study the effects of Msi depletion and induction on mRNA processing, expression, and translation, we used ribosome footprint profiling (Ribo-Seq) (Ingolia et al., 2009) and high-throughput sequencing of polyA-selected RNA (RNA-Seq) (Mortazavi et al., 2008) (Figure 3A).

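RNA-Seq was analysed in 14 libraries of polyA-selected RNA from cultured cortical NSCs. The tetO-Msi1 and tetO-Msi2 lines carry the Dox-inducible allele of Msi1 or Msi2, and KH2 cells, which carry no Msi transgene, controlled for Dox itself. C4 cells are floxed at both Msi genes and carry the inducible Cre. C1 cells are floxed at both genes but lack Cre, and controlled for 4-OHT. At E12.5 there was 1 library each of KH2, tetO-Msi1 and tetO-Msi2 cells with and without Dox (1 µg/ml for 72 h, by the sample labels and the legend of Figure 3), and 1 each of C1 and C4 cells with and without 4-OHT for 48 h. At E13.5, KH2 cells without Dox and tetO-Msi1 cells with and without Dox were sequenced, the untreated tetO-Msi1 cells as a pair of technical replicates. The counts of this pair had a chi-square of 1.69 per degree of freedom over 12524 genes, against 11.5 between the untreated KH2 and tetO-Msi1 libraries of E12.5, and the pair was combined into 1 library. No condition had a biological replicate, so the intervals given for single genes cover counting error only. For each Ensembl gene the authors deposited a read count, the length in nucleotides that it was counted over, and an RPKM, with 22623 genes in each file. The total count per library ranged from 7889966 (tetO-Msi1 with Dox) to 22248145 (KH2 with Dox) among the E12.5 libraries of the Dox experiment, from 18956807 to 50388807 at E13.5, and from 45750593 to 58435172 among the C1 and C4 libraries. These counts were 14.9 to 15.8% of the reads behind the RPKM values in the E12.5 libraries of the Dox experiment and 28.2 to 34.1% in the others. The RPKM values were used as deposited, and mRNA changes across genes were computed as log2 ratios after 0.5 was added to each RPKM, among genes with a mean RPKM of at least 1 in the libraries compared. For the changes of single named genes nothing was added. The length was short for many genes (112 nt for Msi2), and 5134 genes were listed at 0 in all 14 libraries. Of these, 200 had over 100 ribosome footprint reads in C1 cells without 4-OHT. A listed 0 therefore does not always mean that the gene was not expressed.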

**Figure 3.**
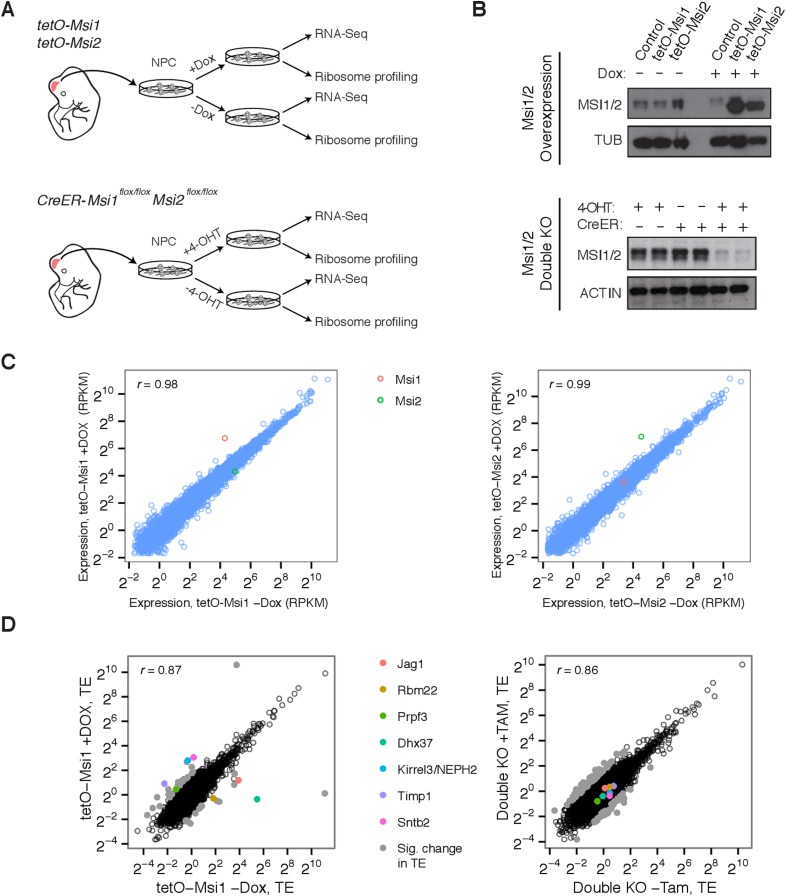
Genetic system for studying effects of Msi loss/gain of function on gene expression. (**A**) Experimental setup and use of *Msi1/2* inducible overexpression and conditional double knockout mice for derivation of neural stem cells, which were then used for ribosome profiling (Ribo-Seq) and mRNA sequencing (RNA-Seq). (**B**) Western blot analysis of Musashi overexpression and knockout in neural stem cells. Overexpression and conditional knockout cells were exposed to Dox and 4-OHT for 72 hr, respectively. (**C**) mRNA-Seq expression values (RPKM) scatters between *Msi1* overexpressing cells and controls (left), *Msi2* overexpressing cells and controls right (72 hr Dox). *Msi1/2* each robustly overexpressed with similar magnitude following Dox. (**D**) Comparison of translational efficiency (TE) values using Ribo-Seq on Msi1 overexpressing cells on Dox (72 hr) vs controls (left) and conditional knockout cells following 4-OHT for 48 hr (right). Colored points indicate select genes with large changes in TE. **DOI:** http://dx.doi.org/10.7554/eLife.03915.008

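Msi1 (ENSMUSG00000054256) lies on chromosome 5 of NCBIM37 (mm9) from 115879608 to 115905707, and Msi2 (ENSMUSG00000069769) on chromosome 11 from 88152884 to 88579827. At E12.5, Msi1 mRNA in tetO-Msi1 cells rose from 19.7 RPKM (1434 reads) without Dox to 108 RPKM (3037 reads) with Dox, a 5.48-fold rise and a log2 change of 2.45 (95% counting interval 2.36 to 2.54). At E13.5 it rose from 50.5 to 208 RPKM, a log2 change of 2.04 (interval 2.00 to 2.08). Msi2 mRNA in tetO-Msi2 cells rose from 23.2 RPKM (232 reads) to 128 RPKM (1525 reads), a 5.52-fold rise and a log2 change of 2.46 (interval 2.26 to 2.66). In KH2 cells, Dox changed Msi1 mRNA by -0.05 (interval -0.17 to 0.07) and Msi2 mRNA by 0.08 (interval -0.14 to 0.29) on the log2 scale. The E12.5 log2 changes of both induced genes differed by less than the width of their counting intervals. KH2 cells with Dox were also taken as the control in place of untreated cells of the same line. The value of Msi1 in tetO-Msi2 cells then went from 0.25 (interval 0.08 to 0.42) to -0.69 and that of Msi2 in the same cells to 2.03. Without Dox, Msi1 was already lower in tetO-Msi2 cells (10.3 RPKM) than in KH2 cells (20.5 RPKM). The -0.69 is therefore a difference between the lines and not a fall with Dox.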

**Figure 3—figure supplement 1.**
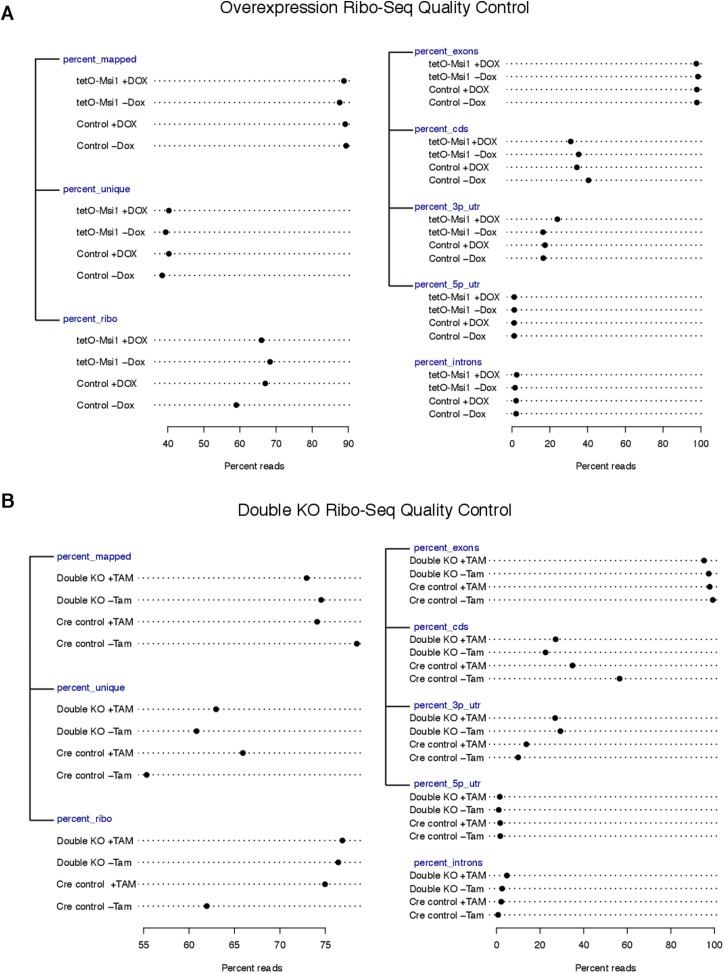
Quality control metrics for Ribo-Seq libraries. (**A**) Quality control metrics for overexpression Ribo-Seq libraries. Left panel: percentage of reads mapped to genome, and the percentages of reads that are unique (‘percent_unique’) and mapping to rRNA (‘percent_ribo’) out of those mapped. Right panel: percentage of reads mapping to exons (‘percent_exons’), and out of those the percentage of reads in CDS regions (‘percent_cds’), 3′ UTRs (‘percent_3p_utr’), 5′ UTRs (‘percent_5p_utr’). Percentage of reads mapping to introns (‘percent_introns’) also shown. (**B**) Quality control metrics for knockout Ribo-Seq libraries, same format as (**A**). **DOI:** http://dx.doi.org/10.7554/eLife.03915.009

### Overexpression of *Msi1* alters translation of targets without causing large changes in mRNA levels

When *Msi1* or *Msi2* were overexpressed, few significant changes in mRNA expression were observed after 48 hr (Figure 3C). This observation suggests that these factors do not directly impact transcription or mRNA stability/decay but leaves open possible effects on other steps in gene expression such as mRNA translation. 

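At E12.5, 36 of 10180 genes changed at least 2-fold in mRNA between tetO-Msi1 cells with and without Dox, 17 of them higher and 19 lower with Dox. In tetO-Msi2 cells 39 of 10069 genes did (27 higher, 12 lower), and in tetO-Msi1 cells of E13.5 98 of 10700 (58 higher, 40 lower). Dox alone, in KH2 cells, changed 10 of 10165 genes (7 higher, 3 lower). With RPKM rescaled by the median ratio, which shifts every gene of a comparison alike, tetO-Msi1 cells had 19 higher and 18 lower at E12.5 and 36 higher and 56 lower at E13.5, tetO-Msi2 cells 18 and 15, and KH2 cells 8 and 2. The Pearson correlation of log2 RPKM across genes above 0.25 RPKM in both libraries was 0.985 in tetO-Msi1 cells of E12.5 (11480 genes), 0.988 in tetO-Msi2 cells (11347 genes) and 0.993 in KH2 cells (11465 genes). Genes are not independent replicates. A limit of 1.5-fold moved the counts most, to 344 genes in tetO-Msi1 cells and 310 in tetO-Msi2 cells of E12.5, against 96 in KH2 cells. Besides Msi1 itself, the rises of Nupr1 (ENSMUSG00000030717, log2 change 1.80, 31 reads with Dox and 15 without) and Pde3a (ENSMUSG00000041741, 4 and 2 reads) were the largest in tetO-Msi1 cells of E12.5, and the largest falls were those of Tox2 (ENSMUSG00000074607, 0 and 14 reads), Kirrel3 (ENSMUSG00000032036, 5 and 93 reads) and Nt5c3l (ENSMUSG00000017176, 1 and 9 reads). In tetO-Msi2 cells, Gm5239 (ENSMUSG00000062742, 172 and 25 reads) rose by a log2 of 2.00 and Cav1 (ENSMUSG00000007655, 71 and 254 reads) changed by -1.87. Lekr1, Rnf7 and Ern1 had changes as large on at most 4 reads. Of the genes changed 2-fold, 6 were shared between tetO-Msi1 and tetO-Msi2 cells of E12.5, 5 of them in the same direction (Atf5, Car2, Npl, Nupr1 and Rap1gap). Only the Dox effect in tetO-Msi1 cells was measured at both stages, and a test with the stages as the repeats was run on it (edgeR's quasi-likelihood test with TMM normalization, 2 libraries against 2, stage as a block, genes with a CPM of at least 1 in at least 2 libraries). It leaves 1 residual degree of freedom per gene, which edgeR moderates across genes. The prior degrees of freedom came out infinite, so the variance shared across genes fully replaced each gene's own. A gene's disagreement between the stages therefore did not widen its error. Of 11938 genes, 430 had a Benjamini-Hochberg adjusted p-value under 0.05, 213 higher and 217 lower with Dox, and 418 of the 430 changed in the same direction at both stages. These genes were called on both stages together, so their shared direction is largely built in and is no replication. Across all genes tested, the log2 changes of both stages had a Pearson r of 0.301. Msi1 had a log2 change of 2.19 (standard error 0.161, adjusted p = 6.1e-38, edgeR). Among the genes past the threshold, Otoa (ENSMUSG00000034990) rose most (2.53, standard error 0.314, adjusted p = 2.9e-12, edgeR), followed by Cacng6 (2.28) and Sh2d3c (2.23), with ENSMUSG00000060835 (2.06) after Msi1. Fam135b (ENSMUSG00000036800) fell most (-1.95, standard error 0.482, adjusted p = 0.00399, edgeR), followed by Scn7a (-1.74), Colec12 (-1.72), Cntn3 (-1.69) and Clstn2 (-1.53). Without the stage block 0 genes passed (58 at an unadjusted p under 0.05), and with the response of KH2 cells to Dox subtracted in a fit of all 9 libraries of the Dox experiment only Msi1 did (586 genes at an unadjusted p under 0.05). In that fit of all 9 libraries the log2 changes of Otoa (2.88), Sh2d3c (2.77) and Fam135b (-2.48) did not shrink. Those of ENSMUSG00000060835 (1.42), Colec12 (-0.76) and Clstn2 (-0.50) did. The fit gave all lines the same stage effect, and KH2 cells were given Dox at E12.5 only. The lost calls therefore do not show that Dox itself caused the changes. With DESeq2 in place of edgeR, 104 of the 11243 genes given an adjusted p passed, all among the 430. Of the genes named for this test, Otoa, Sh2d3c and Msi1 passed, and Cntn3 and Clstn2 did not. DESeq2 gave no adjusted p for Cacng6, ENSMUSG00000060835, Fam135b, Scn7a and Colec12. From the small number of changed mRNAs, the paper proposes that Msi proteins do not act directly on transcription or mRNA stability, and leaves an effect on translation open.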

To determine the genome-wide effects of Msi proteins on translation, we performed Ribo-Seq on *Msi1*-overexpressing cells and double knockout cells. 

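Ribosome footprints were analysed in 8 libraries, 1 each of KH2 and tetO-Msi1 cells with and without Dox and of C1 and C4 cells with and without 4-OHT, all of E12.5. For each gene the authors deposited the number of footprint reads over the coding exons they list and an RPKM over the same exons. The total footprint count was 3471152 in KH2 cells without Dox, 1423199 in KH2 cells with Dox, 3024980 in tetO-Msi1 cells without Dox and 657288 in tetO-Msi1 cells with Dox. It was 6381242 in C1 cells without 4-OHT, 2286367 in C1 cells with 4-OHT, 1865120 in C4 cells without 4-OHT and 1675192 in C4 cells with 4-OHT. TE was computed as the Ribo-Seq RPKM divided by the RNA-Seq RPKM of the same line and treatment, both as deposited and with nothing added, for the 20396 genes in both sets of files. For 59.8% of these genes the length used in RNA-Seq equals that of the footprint exons less 40 nt per exon. For the others the exon sets of the assays differ. Intervals on a change in TE are 95% intervals from the read counts of all 4 libraries (delta method on log counts). When 200 genes were changed 4-fold in simulated counts at the depth of the tetO-Msi1 libraries, 81.1% of those changed genes that had more than 5 reads were called, along with 26 unchanged genes. Among genes with more than 20 reads, 92.9% were called and 0 unchanged genes. In C4 cells 4-OHT lowered Msi2 mRNA from 39.5 RPKM (630 reads) to 4.54 RPKM (87 reads), a log2 change of -3.12 (interval -3.45 to -2.80), and Msi2 footprints fell from 117 to 5 reads. Msi1 mRNA in C4 cells was 9.46 RPKM without and 9.42 RPKM with 4-OHT (log2 change -0.01, interval -0.15 to 0.14), while its footprints fell from 56 to 20 reads. The exons over which Msi1 reads were counted are not necessarily those deleted by Cre. Msi1 mRNA in C4 cells with 4-OHT differed from that of C1 cells with 4-OHT (23.2 RPKM) by a log2 of -1.30. The lines already differed without 4-OHT, at 9.46 RPKM in C4 and 27.0 RPKM in C1 cells. In C1 cells 4-OHT changed Msi1 mRNA by -0.22 and Msi2 mRNA by 0.36.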

Reads from these Ribo-Seq libraries showed the expected enrichment in coding exons relative to UTRs and introns, and yielded high scores in various quality control (QC) metrics (Figure 3—figure supplement 1). These QC metrics were highly consistent across libraries, supporting comparative analysis of the resulting data (Figure 3—figure supplement 1). 

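The share of each Ribo-Seq library's RPKM reads that the deposited tables count on listed coding exons was 32.1% in KH2 cells without Dox, 12.3% in KH2 cells with Dox, 10.8% in tetO-Msi1 cells without Dox and 7.85% in tetO-Msi1 cells with Dox. In the 4-OHT experiment it was 28.5% in C1 cells without 4-OHT, 11.2% in C1 cells with 4-OHT, 7.53% in C4 cells without 4-OHT and 7.46% in C4 cells with 4-OHT. Reads on UTRs and introns are not in the tables. The share of footprint reads held by a few genes differed between the libraries. The 10 genes with the most reads held 77.6% of the counts in KH2 cells without Dox, where Hes7 alone held 66.7%, 35.9% in KH2 cells with Dox, 28.5% in tetO-Msi1 cells without Dox and 12.4% in tetO-Msi1 cells with Dox. The leading genes of these last 3 libraries were Rdm1 (254453 reads), Tmco1 (336650 reads) and Trim27 (23032 reads), which differ from library to library. In the C1 and C4 libraries the 10 leading genes held 5.97 to 7.45%. The number of genes with more than 5 footprint reads ranged from 8041 in tetO-Msi1 cells with Dox to 12282 in C1 cells without 4-OHT.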

To examine changes in translation, we computed ‘Translational Efficiency’ (TE) values for all protein-coding genes, a measure of ribosome occupancy along messages that is defined as the ratio of the ribosome footprint read density in the ORF to the RNA-seq read density. Examination of TEs across overexpression and knockout samples yielded a handful of genes with very large changes in ribosome occupancy (Figure 3D, ‘Materials and methods’).

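Translational targets were counted by the limits of the paper's methods, applied to the deposited counts. The filters were more than 5 reads in every RNA-Seq and Ribo-Seq library of the comparison, and an mRNA change under 1.5-fold. The TE criterion was a change of at least 3-fold. The paper sets its read limit in constitutive CDS exons. Whether the deposited counts cover the same exons was not tested. In tetO-Msi1 cells, 88 of 6809 genes that passed both filters met the TE criterion with Dox. In KH2 cells Dox gave 77 of 6974 genes (44 higher, 33 lower). In C4 cells, 4-OHT gave 206 of 7933 genes (55 higher, 151 lower), and in Cre-less C1 cells 3537 of 9179 (10 higher, 3527 lower). The median log2 TE change of all genes was 0.04 in tetO-Msi1 cells, 0.15 in KH2 cells, -0.23 in C4 cells and -1.46 in C1 cells. Centring on this median changed the C1 count most, to 212 genes (170 higher, 42 lower). It gave 96 higher and 85 lower in C4 cells, 31 and 49 in KH2 cells, and 59 and 20 in tetO-Msi1 cells. Centring shifts every gene alike, so the changed balance of rises and falls follows from its construction. The treated C4 cells compared with treated C1 cells gave 504 genes, 17 higher and 487 lower, at a median log2 TE change of -0.73 over all genes. With centring, 121 were higher and 52 lower. Across genes with more than 5 reads, log2 TE had a Pearson r of 0.871 between tetO-Msi1 cells with and without Dox (7049 genes, 95% interval over genes 0.865 to 0.877), 0.854 in KH2 cells, 0.896 in C4 cells (8463 genes) and 0.902 in C1 cells. This is a correlation across genes, which are not independent replicates. In C4 cells, 51 of the 55 genes with higher TE and 139 of the 151 with lower TE had 20 or fewer footprint reads in the library with fewer, and in KH2 cells 36 of the 44 and 28 of the 33. In C1 cells this held for 7 of the 10 genes with higher TE but only 875 of the 3527 with lower TE. Footprint reads were also redrawn between the libraries of a pair, with every gene given the pair's median TE change. In C4 cells the redraws gave a mean of 0.83 higher and 9.62 lower, against 55 and 151. In C1 cells they gave 0 higher and 2262 lower, against 10 and 3527. Footprint counting noise around the pair's median change, which is -1.46 in C1 cells, thus gave fewer genes than were found in either pair. The 2262 in C1 cells therefore include the effect of this shift. The largest rises in C4 cells were those of Gramd1b (ENSMUSG00000040111, log2 TE change 2.49, 39 reads with 4-OHT and 9 without), Ikzf5, Nwd1, Nacad and Azin1, each on 6 to 9 reads without 4-OHT. The largest falls were those of Lipt1 (ENSMUSG00000037216, -3.37, 9 and 92 reads), Txnip, Mto1, Tctn2 and Zfp106. In KH2 cells, Rdm1 rose most (13.48, 254453 reads with Dox and 21 without) and Tmem38b fell most (-14.55, 6 and 112554 reads). The TE changes in tetO-Msi1 and C4 cells had a Spearman rho of 0.009 and a Pearson r of 0.020 across 6641 genes, and those of KH2 and C4 cells a rho of -0.03.

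**Figure D1:**
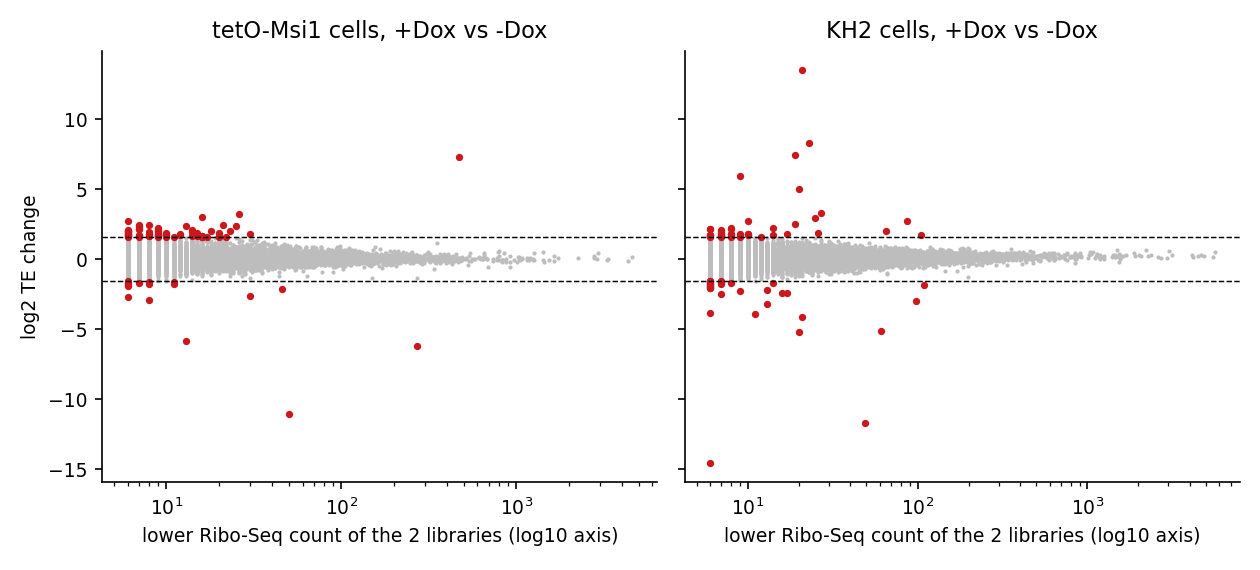
Log2 TE change with Dox (y axis) of each gene with more than 5 reads in tetO-Msi1 cells (left) and KH2 cells (right), against its lower footprint count of the 2 libraries (x axis, log10). Red points are the 88 and 77 genes that met the criteria, dashed lines mark 3-fold, and the spread narrows as the count rises.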

### *Msi1* represses translation of Notch ligand Jagged1 and regulates translation of RBPs

Several genes exhibited substantial changes in their translation efficiency in response to overexpression of *Msi1*, including six genes with increased TE and three with reduced TE (Figure 3D). 

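With Dox, TE met the criteria for an increase in 71 genes and for a decrease in 17 of the 6809 genes tested in tetO-Msi1 cells. Of these, 64 of the 71 and 13 of the 17 had 20 or fewer footprint reads in the library with fewer. When the footprint reads of each gene were redrawn between the libraries with every gene given the pair's median TE change, counting noise alone gave a mean of 23.2 increases (central 95% of 1000 redraws 15.0 to 33) and 0.52 decreases (0 to 2). The limits on TE change and on reads both moved the counts. A TE change of at least 2-fold was found for 306 increases and 132 decreases. Above 20 reads, 7 genes had increased TE and 3 reduced TE, and above 50 reads 1 gene (Trim27) had increased TE and 0 reduced TE. The 7 increased genes were Trim27, Parp12, Ttc7b, Mina, Prelid2, Slc29a2 and Ubxn6, and the 3 reduced ones Tmco1, Jag1 and Rbm22. They are listed because they remain at this limit, which was seen with their values. Among all calls the largest increases in log2 TE were in Trim27 (ENSMUSG00000021326, 7.29), Parp12 (ENSMUSG00000038507, 3.22, 61 reads with Dox and 26 without), Sntb2, Stag2 (ENSMUSG00000025862, 2.70, 11 and 6 reads) and Tmtc3 (ENSMUSG00000036676, 2.46, 8 and 7 reads). The largest decreases were in Tmco1 (ENSMUSG00000052428, -11.05, 50 reads with Dox and 336650 without), Hes7 (ENSMUSG00000023781, -6.24, 270 and 71684 reads), Dhx37, Abt1 (ENSMUSG00000036376, -2.89, 8 and 207 reads) and Nudt17 (ENSMUSG00000028100, -2.70, 6 and 128 reads). Abt1 also met the criteria in KH2 cells (-5.20, 20 and 871 reads). Against KH2 cells with Dox in place of untreated tetO-Msi1 cells, 34 of the 71 increased genes and 16 of the 17 reduced genes had a value, and of these 9 and 3 (Ibtk, Lrrn2 and Nudt17) met the criteria again in the same direction. Both comparisons use the same treated tetO-Msi1 libraries, so part of this overlap is built in, and how much was not tested.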

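Prpf3 (ENSMUSG00000015748, chromosome 3 from 95634047 to 95659808) had 9 footprint reads in tetO-Msi1 cells without Dox and 12 with Dox. Its TE was 0.123 without and 0.427 with Dox, a log2 TE change of 1.79 (95% counting interval 0.53 to 3.05) with an mRNA change of 0.37, which met the criteria. Of the 500 genes of the KH2 pair nearest to it in footprint count, 99.6% had a lower TE change. Against KH2 cells with Dox its TE change was 0.84 (interval -0.51 to 2.20), which did not. Kirrel3 (chromosome 9 from 34293711 to 34844301) had a TE change of 3.25 (interval 1.72 to 4.78), which came with a change in Ribo-Seq density of 0.41 (interval -0.40 to 1.22) and in mRNA of -2.85 (interval -4.14 to -1.55). With 5 mRNA reads with Dox, and by its mRNA change, it fell outside both filters. In the test across both stages the mRNA change of Kirrel3 was -1.11 (standard error 0.309, adjusted p = 0.0144, edgeR), -2.74 at E12.5 and -0.55 at E13.5. Sntb2 (ENSMUSG00000041308, chromosome 8 from 109459650 to 109538092) rose from 16 to 31 footprint reads, a TE change of 3.03 (interval 2.07 to 3.98), and by 3.17 against KH2 cells with Dox, and met the criteria in both comparisons. Timp1 (ENSMUSG00000001131, chromosome X from 20447292 to 20451861) had a TE change of 3.26 (interval 1.66 to 4.85) on 5 footprint reads without Dox, which fell outside the filter on reads. Against KH2 cells with Dox it was 0.75 (interval -0.40 to 1.904), and in KH2 cells Dox gave 1.10 (interval -0.10 to 2.31).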

Genes with increased translation included the RNA processing factor *Prpf3/Prp3p*, a U4/U6 snRNP-associated factor, and genes involved in epithelial cell biology such as Kirrel3/NEPH2. Genes with repressed translation included: *Rbm22/Cwc2*, another splicing factor associated with U6 snRNP; *Dhx37*, an RNA helicase with possible role in alternative splicing (Hirata et al., 2013); and *Jag1*, a ligand of Notch receptors and an important regulator of Notch signaling. 

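Rbm22 (ENSMUSG00000024604) lies on chromosome 18 of NCBIM37 from 60720390 to 60732464, Dhx37 (ENSMUSG00000029480) on chromosome 5 from 125894230 to 125914491 and Jag1 (ENSMUSG00000027276) on chromosome 2 from 136907192 to 136942380. In tetO-Msi1 cells, the footprint count of Rbm22 fell from 666 without to 46 with Dox, a log2 TE change of -2.13 (95% counting interval -2.57 to -1.68). Dhx37 fell from 2036 to 13 reads, a TE change of -5.86 (interval -6.67 to -5.04), and Jag1 from 511 to 30 reads, a TE change of -2.67 (interval -3.26 to -2.08). The mRNA change was 0.02 for Rbm22 and 0.31 for Dhx37 on the log2 scale. Of the 500 genes of the KH2 pair nearest in footprint count, 0% had a TE change lower than Dhx37 or Jag1, and 0.2% lower than Rbm22. The TE of all 3 genes in tetO-Msi1 cells with Dox was near that of KH2 cells, and TE in tetO-Msi1 cells without Dox lay above both. TE of Rbm22 was 0.236 in KH2 cells without Dox, 0.263 in KH2 cells with Dox, 1.09 in tetO-Msi1 cells without Dox and 0.249 in tetO-Msi1 cells with Dox. For Dhx37 the values in this order were 0.415, 0.399, 13.8 and 0.238, and for Jag1 0.703, 0.546, 4.63 and 0.728. Against KH2 cells with Dox, the TE change in tetO-Msi1 cells with Dox was -0.08 (interval -0.65 to 0.48) for Rbm22, -0.74 (interval -1.75 to 0.26) for Dhx37 and 0.41 (interval -0.32 to 1.15) for Jag1, so a difference was not detectable at this depth. For a count of genes that stood out in 1 library, TE was shifted per library to a common level across genes, unlike the values above. In tetO-Msi1 cells without Dox these 3 genes and Tmco1 were the 4 of 6442 at least 3-fold above each of the other 3 libraries. The corresponding number was 11 in KH2 cells without Dox, 8 in KH2 cells with Dox and 6 in tetO-Msi1 cells with Dox.

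**Figure D2:**
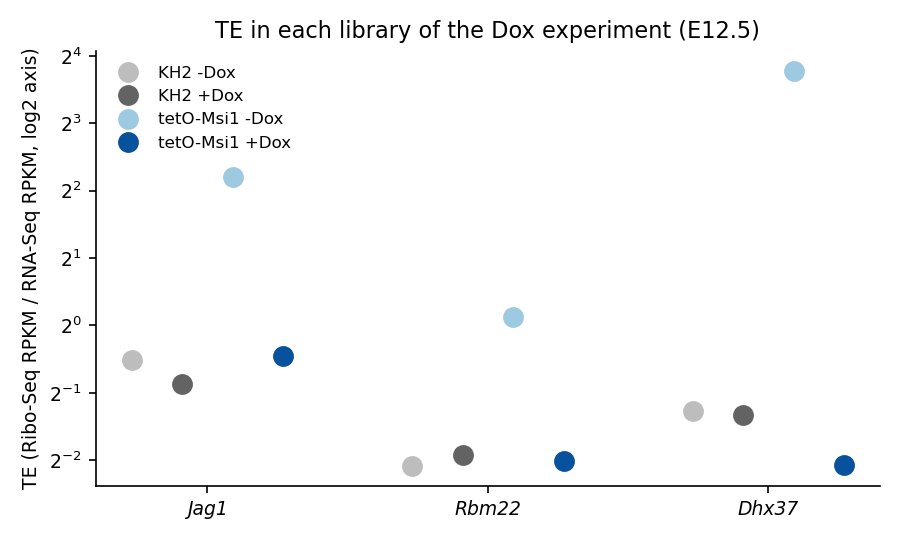
TE (Ribo-Seq RPKM divided by RNA-Seq RPKM, log2 axis) of Jag1, Rbm22 and Dhx37 in KH2 and tetO-Msi1 cells with and without Dox, 1 point per library. All 3 genes are highest in tetO-Msi1 cells without Dox, and their values in tetO-Msi1 cells with Dox lie close to those of KH2 cells.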

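Numb (ENSMUSG00000021224), on chromosome 12 of NCBIM37 from 85134984 to 85262884, had 7 footprint reads in tetO-Msi1 cells without Dox and 3 with Dox, and fell outside the filter on reads. Its log2 TE change was 0.59 with a counting interval of -1.37 to 2.55, so that neither a rise nor a fall of 2-fold could be excluded. In KH2 cells Numb had 0 footprint reads without Dox. Its mRNA changed by -0.07 (interval -0.28 to 0.15) in tetO-Msi1 cells of E12.5 and by 0.01 (interval -0.09 to 0.10) at E13.5.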

No change was detected in translation of previously reported Msi target *Numb* (Okano et al., 2002), though Numb had low coverage of Ribo-Seq reads in NSCs, reducing our statistical power to detect regulation (‘Materials and methods’). To explore whether the observed changes are mediated by direct protein binding to RNA targets, we mapped the RNA binding specificity of Msis.

### MSI1 shows high affinity for specific RNA motifs containing one or more UAGs

To determine sequence-specific RNA binding preferences of Msi proteins, we used ‘RNA Bind-n-Seq’ (RBNS) to obtain quantitative and unbiased measurement of the spectrum of RNA motifs bound by recombinant MSI1 protein in vitro (Lambert et al., 2014) (Figure 4A). For each 6mer, the ‘R value’ was defined as the occurrence frequency in libraries derived from MSI1-bound RNAs divided by the corresponding frequency in the input RNA library, and 6mer ‘enrichment’ was defined as the maximum R value observed across all protein concentrations. The fold enrichment profiles obtained by RBNS for the top five most enriched 6mers and five randomly chosen 6mers are shown in Figure 4B. Enriched 6mers exhibited similar enrichment profiles across concentrations, peaking in fold enrichment at concentrations typically between 16–64 nM (Figure 4B). To summarize the binding preferences of MSI1 from RBNS, we aligned the most enriched 6mers to generate a motif, which emphasizes that MSI1 binds predominantly to UAG-containing sequences, preferentially flanked by Us (Figure 4C). The MSI1 binding site (G/A)UAGU from a previous SELEX study was ∼threefold enriched by RBNS, along with highly similar sequences, confirming binding under our assay conditions (Imai et al., 2001; Ray et al., 2013). Closer examination of the RBNS data revealed evidence for longer, higher-affinity motifs containing multiple UAGs with short intervening spacers (not shown).

**Figure 4.**
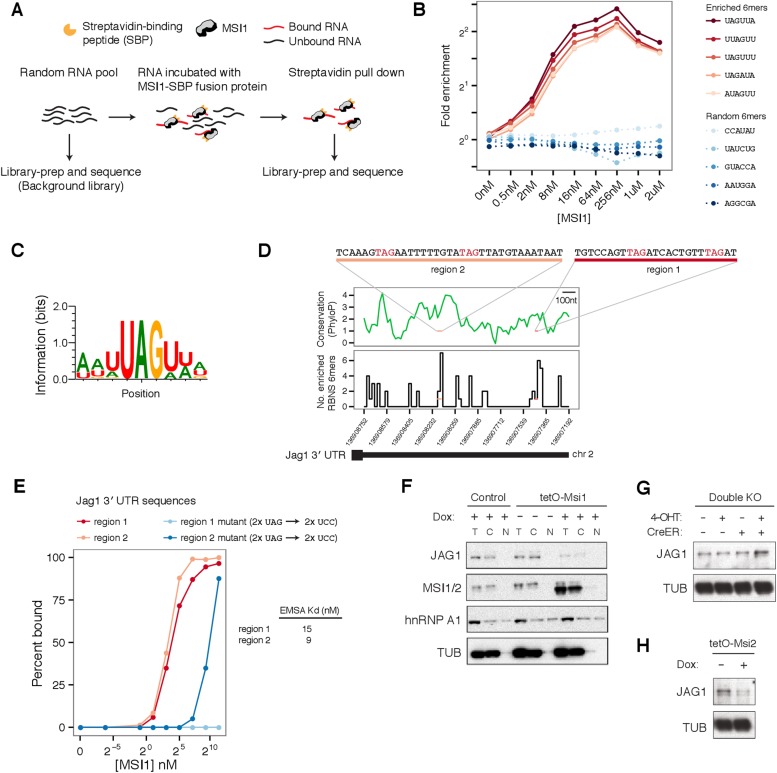
Profiling MSI1 binding preferences by RNA Bind-n-Seq. (**A**) Schemaic of Bind-n-Seq experiment for MSI1 protein. Increased concentrations of MSI1-SBP fusion protein incubated with random RNA pool, pulled by straptavidin pull-down, reverse-transcribed and sequenced. (**B**) Fold enrichment of top five enriched 6mers (red curves) and five randomly chosen 6mers (blue curves) across protein concentrations. (**C**) Binding motif for MSI1. Position-weight matrix generated by global alignment of top 20 enriched 6mers. (**D**) Two sites in *Jag1* 3' UTR, region 1 and region 2, containing a high density of enriched 6mers. Top: PhyloP conservation score for 3' UTR in 20 nt windows (based on UCSC vertebrates multiple alignment). Bottom: number of enriched 6mers from BNS in 20 nt windows of 3' UTR. (**E**) Percent binding of MSI1 protein to region 1 and region 2 (red curves) and mutants where UAG sites are disrupted (blue curves), measured by gel-shift (see Figure 4—figure supplement 1). K_d_ estimates for region 1 and region 2 are shown (mean of 2 gel-shifts per sequence). (**F**) Western blot analysis of *Jag1* regulation by Msi: top left panel, *Jag1* expression in *Msi1* overexpression cells and controls in cellular fractions (T—total lysate, **C**—cytoplasmic and N—nuclear fractions). *Jag1* is translationally repressed upon induction of *Msi1* and detected only in total and cytoplasmic lysates. hnRNP A1, known to shuttle between the nucleus and the cytoplasm and alpha-Tubulin used as loading controls. (**G**) Increased JAG1 protein levels in double knockout cells. (**H**) Reduced JAG1 protein levels upon *Msi2* overexpression. **DOI:** http://dx.doi.org/10.7554/eLife.03915.010

**Figure 4—figure supplement 1.**
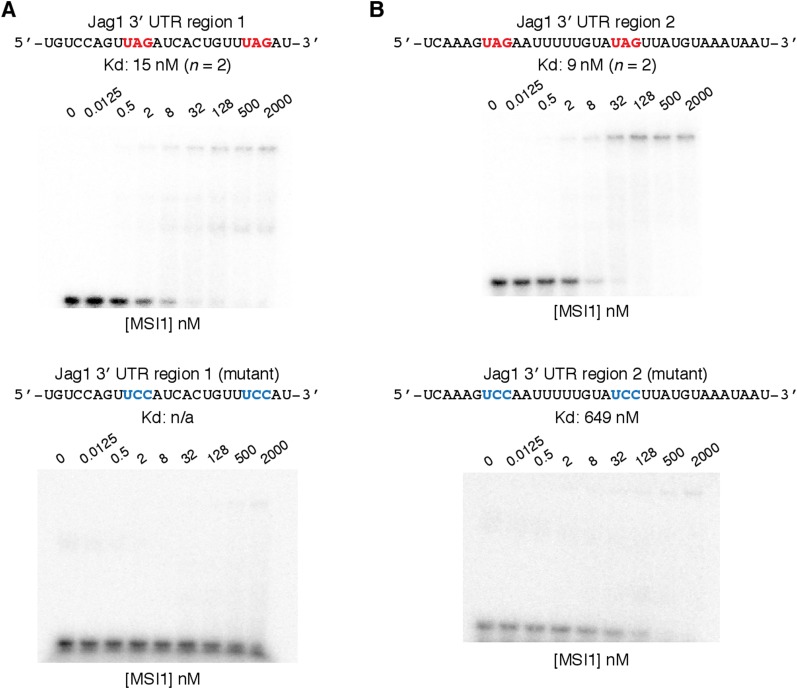
Validation by gel-shift of MSI1 binding to Jag1 3' UTR sequences. (**A**) Top: gel-shift MSI1 binding assay for Jag1 3' UTR sequence 1. Kd estimate shown (15 nM) is average of two gel shifts. Bottom: gel-shift for Jag1 3′ UTR sequence 1 mutant, where UAG sites mutated to UCC. Kd cannot be estimated (no binding to mutant could be detected.) (**B**) Top: gel-shift MSI1 binding assay for Jag1 3′ UTR sequence 2. Kd estimate shown (9 nM) is average of two gel shifts. Bottom: gel-shift for *Jag1* 3′ UTR sequence 2 mutant, where UAG sites are also mutated to UCC. Kd for mutant sequence was 649 nM. **DOI:** http://dx.doi.org/10.7554/eLife.03915.011

**Figure 4—figure supplement 2.**
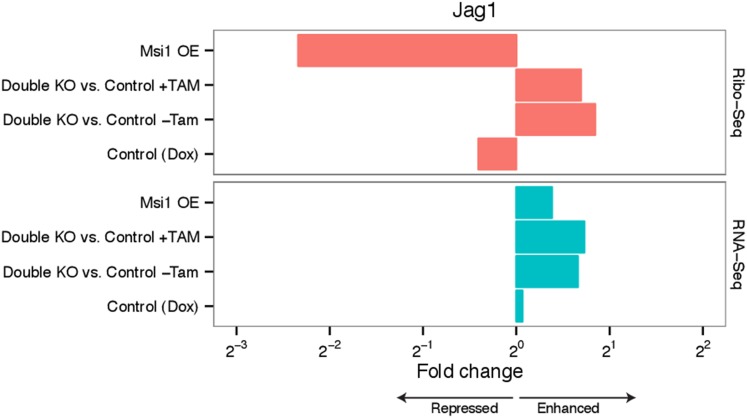
Effect of *Msi1* gain and loss of function on *Jag1* mRNA levels and protein expression. Fold-change in *Jag1* expression in Msi1 overexpression and double knockout samples for Ribo-Seq and RNA-Seq experiments. **DOI:** http://dx.doi.org/10.7554/eLife.03915.012

**Figure 4—figure supplement 3.**
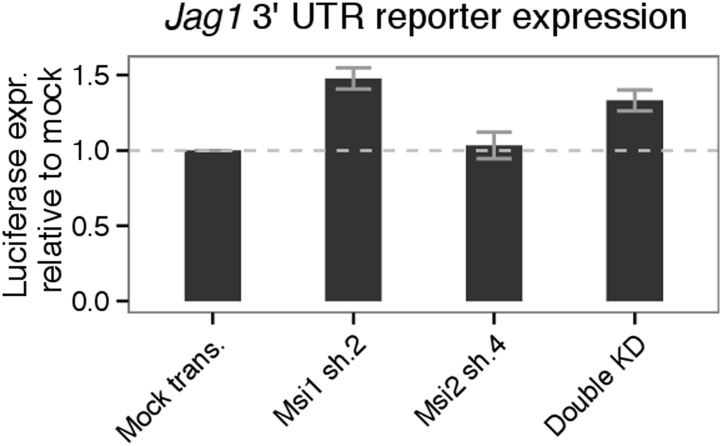
Validation of Msi-dependent regulation of *Jag1* protein levels using luciferase reporters containing *Jag1* 3' UTR. Luciferase expression for *Jag1* 3′ UTR reporter transfected into 293T cells. Mean values shown for three biological replicates (±standard deviation). For knockdown lines, *Jag1* 3′ UTR reporter expression was normalized relative to reporter expression in mock transfected 293T cells (represented by dashed horizontal line.) Note that Msi2 sh.4 was effective in knocking down Msi2, but consistently increased Msi1 mRNA levels, and therefore did not reduce total Msi mRNA levels. This likely explains why Msi2 sh.4 293T cells did not show increased *Jag1* 3′ UTR reporter expression. **DOI:** http://dx.doi.org/10.7554/eLife.03915.013

Previous studies suggested that MSI1 binds 3′ UTR regions of mRNAs to regulate translation (Okano et al., 2005). We calculated the density of RBNS-enriched 6mers in 3′ UTR regions genome-wide and ranked genes by the density of enriched 6mers in their 3′ UTR (‘Materials and methods’). We observed that the 3′ UTR of *Jag1*—which is translationally repressed by Msi (Figure 3D)—contains a moderately high density of RBNS-enriched 6mers, ranking in the 85^th^ percentile of all 3′ UTRs (Figure 4D). 

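The longest annotated 3′ UTR of Jag1 spans 1568 nt on the minus strand of chromosome 2 in NCBIM37, from 136907192 to 136908759. The 5 most enriched 6mers shown in Figure 4B (UAGUUA, UUAGUU, UAGUUU, UAGAUA and AUAGUU) occur in it 8 times, or 5.10 per kb. By this density Jag1 is at percentile 96.1 of 19381 genes with an annotated 3′ UTR of at least 50 nt, of which 9750 have none of these 6mers. Counted by every UAG instead, of which Jag1 has 27 (17.2 per kb), it is at percentile 90.2. The RNAs named region 1 and region 2 in the paper's methods each match chromosome 2 at 1 place. Region 1 (UGUCCAGUUAGAUCACUGUUUAGAU, 25 nt) runs from 136907427 to 136907451, nucleotides 1309 to 1333 of the 3′ UTR, and holds 2 UAGs and 0 of the 5 6mers. The genome reads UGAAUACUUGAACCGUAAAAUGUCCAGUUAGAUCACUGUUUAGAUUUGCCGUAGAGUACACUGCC around it, written as RNA. Region 2 (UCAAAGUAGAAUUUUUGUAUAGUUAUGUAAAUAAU, 35 nt) runs from 136908162 to 136908196, nucleotides 564 to 598, and holds 2 UAGs and 2 of the 6mers, within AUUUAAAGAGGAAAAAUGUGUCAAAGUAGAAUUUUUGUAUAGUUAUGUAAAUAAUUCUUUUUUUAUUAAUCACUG.

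**Figure D3:**
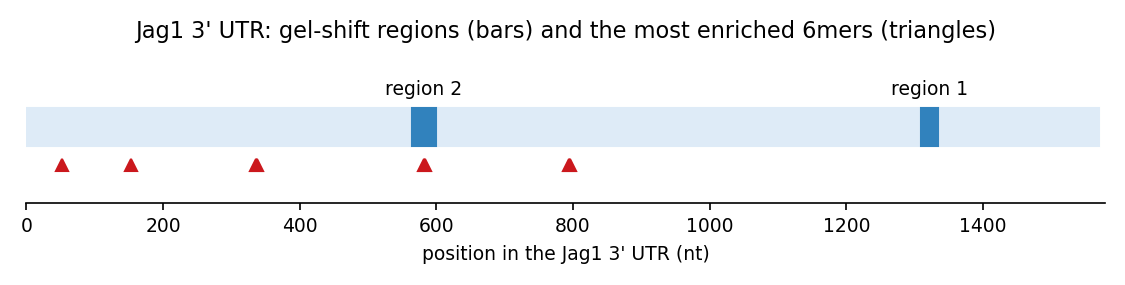
The Jag1 3′ UTR (light bar, positions in nt from its 5′ end) with regions 1 and 2 (dark bars) and each occurrence of the 5 most enriched 6mers (triangles, which overlap where occurrences do). Region 2 holds 2 of the 8 occurrences and region 1 holds 0.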

To ask whether Msi proteins can directly bind the *Jag1* mRNA and test the RBNS motif, we selected two regions of the *Jag1* 3′ UTR that contained the highest density of RBNS-enriched 6mers for in vitro analysis (Figure 4B, top). A gel-shift assay detected strong binding of RNAs representing both regions by recombinant Msi protein, with estimated K_d_ values of 15 nM and 9 nM for regions 1 and 2, respectively (representative gel shifts are shown in Figure 4—figure supplement 1). Since both sequences contain UAGs (Figure 4—figure supplement 1), we hypothesized that the UAGs nucleate binding. Mutation of the UAG sites to UCC reduced binding to MSI1 protein by an order of magnitude or more in each case (Figure 4E), supporting a model where MSI1 binding occurs primarily at these sites.

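Jag1 footprint density in tetO-Msi1 cells was 5.08-fold lower with Dox than without, a log2 change of -2.34 (95% counting interval -2.88 to -1.81), with Jag1 mRNA at 0.33 (interval 0.07 to 0.58). Rescaling the RPKM values by the median ratio of all genes left the change in density at -2.34. In KH2 cells, Dox changed Jag1 footprint density by -0.31 (interval -0.96 to 0.33) on 42 reads without and 36 with Dox, and Jag1 mRNA by 0.05 (interval -0.14 to 0.25). With KH2 cells given Dox as the control, the density change in tetO-Msi1 cells given Dox was 0.20 (interval -0.50 to 0.90) and the mRNA change -0.22 (interval -0.45 to 0.02), both of the opposite sign. At E13.5, where mRNA alone was measured, Jag1 changed by 0.03 (interval -0.06 to 0.13), and in the test across both stages by 0.11 (standard error 0.177, adjusted p = 0.848, edgeR). From the fall in footprints at a nearly constant mRNA level, the paper proposes that Msi acts on Jag1 mainly at translation.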

Following Msi overexpression, the Ribo-Seq density of the *Jag1* coding region was reduced by ∼fivefold, while its mRNA level was little changed, suggesting a predominant effect at the translational level (Figure 4—figure supplement 2). In double knockout cells, *Jag1* mRNA increased ∼1.5-fold by RNA-Seq (Figure 4—figure supplement 2), with a similar increase in Ribo-Seq density, suggesting effects on message stability either in the absence of or as a consequence of translational derepression. 

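In C4 cells, Jag1 mRNA was 1.66-fold higher with 4-OHT than without, a log2 change of 0.73 (95% counting interval 0.67 to 0.80). Footprint density was 1.61-fold higher (log2 change 0.69, interval 0.32 to 1.05), and the TE change was -0.05 (interval -0.42 to 0.33). In Cre-less C1 cells, 4-OHT raised Jag1 mRNA by 0.45 (interval 0.37 to 0.53), while footprint density changed by -1.21 (interval -1.51 to -0.92) in a pair of libraries where the median gene changed by -1.45. Rescaled by the median ratio of all genes, the Jag1 footprint change in C1 cells was 0.22, of the opposite sign, and in C4 cells 0.81. Treated C4 cells compared with treated C1 cells gave an mRNA change of 0.76 (interval 0.69 to 0.82). The footprint change was 0.02 (interval -0.32 to 0.36), or 0.69 after rescaling. Without 4-OHT, Jag1 mRNA was already 0.48 higher in C4 than in C1 cells, and footprints 0.10 higher after rescaling. Part of the 0.76 is therefore a difference between the lines that was there before 4-OHT. From the joint rise of mRNA and footprints in the knockout, the paper proposes an effect on message stability, either without translational derepression or following from it.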

Western blot analysis confirmed repression of JAG1 protein by *Msi1* overexpression (Figure 4F) and derepression in double knockout cells (Figure 4G). The high similarity between MSI1 and MSI2 proteins (over 70% identity at the amino acid level, with highly similar RNA recognition motifs) suggests similarity in function, and we confirmed that *Msi2* overexpression also repressed JAG1 protein expression by Western analysis (Figure 4H). To directly test the hypothesis that Msi proteins regulate *Jag1* translation via UTR binding, we constructed luciferase reporters for the *Jag1* 3' UTR and transfected these into 293T cells. Knockdown of *MSI1* or knockdown of both *MSI1* and *MSI2* increased luciferase expression in these cells, relative to mock knockdown treatments (Figure 4—figure supplement 3). This observation also indicates that Msi-dependent regulation of *Jag1* translation is conserved from murine to human cells. In sum, our results support a model where Msi proteins directly bind to the *Jag1* 3′ UTR to mediate post-transcriptional repression of protein levels.

### Msi proteins regulate alternative splicing

Since some of the largest changes in translation observed by Ribo-Seq affected RBPs with functions in RNA splicing, we hypothesized that Msi overexpression might trigger changes in pre-mRNA splicing. Changes in mRNA splicing following Msi overexpression or depletion were assessed by analysis of RNA-seq data using the MISO software (Katz et al., 2010). For example, exon 38 in the *Myo18a* gene, which is predominantly included under control conditions, was modestly repressed following *Msi2* overexpression and strongly repressed following *Msi1* overexpression (Figure 5A). In total, we observed several hundred alternatively spliced exons that were either repressed or enhanced by overexpression or knockout of Msis (Figure 5B). Msi proteins are predominantly localized in the cytoplasm (Figure 5—figure supplement 1), even when overexpressed (Figure 3F), suggesting that these changes in pre-mRNA splicing are indirect. For example, these splicing changes may result from changes in the levels of splicing factors whose mRNAs are translationally regulated by Msi proteins.

**Figure 5.**
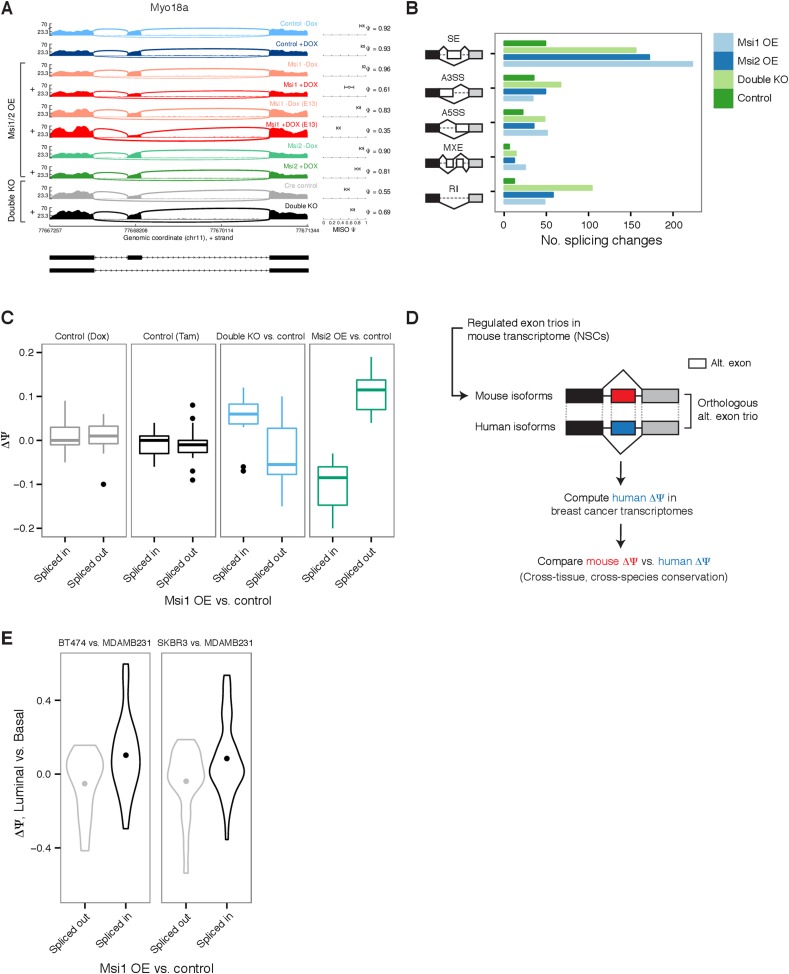
Global impact of Msi proteins on alternative splicing. (**A**) Sashimi plot for *Myo18a* alternative exon 38 with Percent Spliced In (Ψ) estimates by MISO (values with 95% confidence intervals, right panel.) Exon splicing is repressed by *Msi1* overexpression and slightly increased in knockout *Msi1/2* cells. ‘+’ indicates samples treated with Dox/Tam for overexpression/knockout cells, respectively. E12.5 neural stem cells were used for all samples except *Msi1* overexpression for which an additional E13.5 NSC time point was sequenced. (**B**) Number of differential events (MISO Bayes factor ≥10, ΔΨ ≥ 0.12) in each alternative RNA processing category (SE—skipped exons, A5SS—alternative 5′ splice site, A3SS—alternative 3′ splice site, MXE—mutually exclusive exons, RI—retained introns) for *Msi1* overexpression (‘Msi1 OE’), *Msi2* overexpression (‘Msi2 OE’), double knockouts (‘Double KO’), and a Dox control pair (‘Control’). (**C**) Comparison of ΔΨ in *Msi1* overexpression vs control binned by direction (‘Spliced in’ or ‘Spliced out’, x-axis) to ΔΨ in *Msi2* overexpression cells and in double knockout cells (along with respective Tam and Dox controls, y-axis). (**D**) Computational strategy for identifying human orthologs of alternative exon trios regulated in mouse neural stem cells. Orthologous exon trios were identified by synteny using multiple genome alignments. (**E**) Comparison of ΔΨ mouse alternative exons by *Msi1* (comparing overexpression to control, x-axis) and ΔΨ of their orthologous exon trios in human (comparing luminal and basal cell lines, y-axis). Two pairs of luminal and basal cells compared: BT474 vs MDAMB231 and SKBR3 vs MDAMB231. ΔΨ value distributions summarized by violin plots with a dot indicating the mean ΔΨ value. **DOI:** http://dx.doi.org/10.7554/eLife.03915.014

**Figure 5—figure supplement 1.**
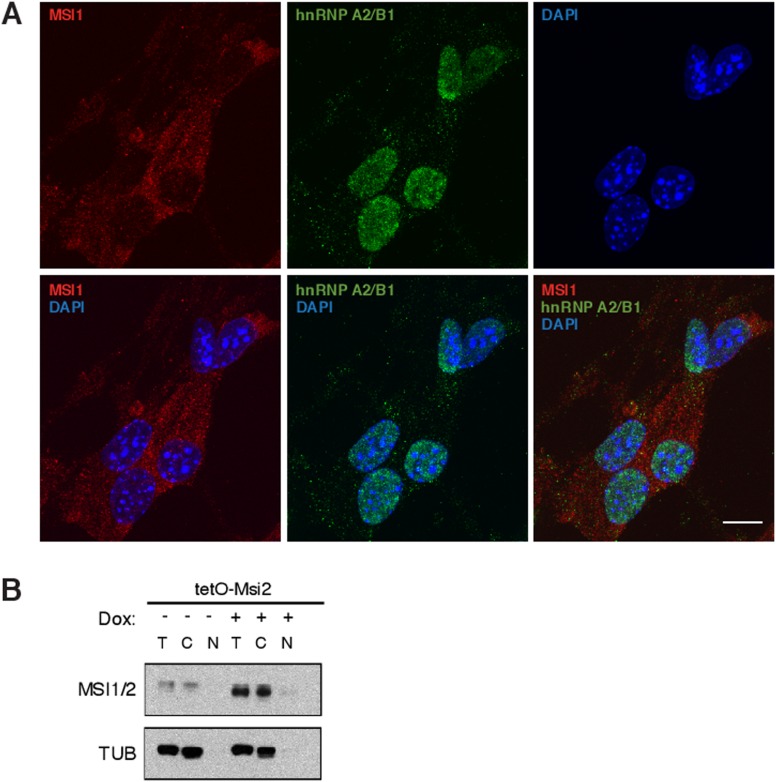
Subcellular localization of MSI1 protein in murine NSCs. (**A**) Immunofluorescence staining in mouse neural stem cells for MSI1 (red) and hnRNP A2/B1 (green). MSI1 shows predominantly cytoplasmic localization, while hnRNP A2/B1, a splicing factor, is predominantly nuclear. Confocal maximum Z intensity projections shown, 10 μm scale. (**B**) Western blot analysis for MSI1/2 and alpha-Tubulin (TUB) in total protein lysate (T), cytoplasmic protein lysate (**C**) and nuclear protein lysate (N) in control and Msi2 overexpressing cells. **DOI:** http://dx.doi.org/10.7554/eLife.03915.015

**Figure 5—figure supplement 2.**
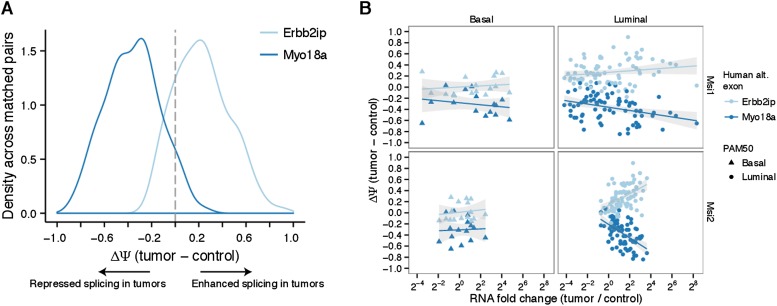
Analysis of two conserved Msi-induced splicing changes in breast cancer tumors. (**A**) Distribution of MISO ΔΨ values in matched tumor–control pairs for Erbin (Erbb2ip) exon in light blue and Myo18a in dark blue. Right and left shifts from center (marked by dotted grey line at ΔΨ = 0) indicate tumor-enhanced and tumor-repressed splicing patterns, respectively. (**B**) Comparison of RNA fold changes in matched tumor–control pairs for Msi1 and Msi2 in Basal (left) and Luminal (right) tumors with ΔΨ values for Erbin and Myo18a exons. Points/triangles indicate luminal/basal tumor types determined by PAM50. **DOI:** http://dx.doi.org/10.7554/eLife.03915.016

To test whether *Msi1* and *Msi2* affect pre-mRNA splicing in similar ways, we compared the direction of splicing changes following *Msi1* or *Msi2* overexpression. Exons with increased inclusion following *Msi1* overexpression tended to show increased inclusion following *Msi2* overexpression as well, while *Msi1* OE-induced splicing changes were uncorrelated with Dox-induced changes (Figure 5C). A similar pattern was observed for exons with decreased inclusion (Figure 5C). These observations suggested that *Msi1* and *Msi2* trigger similar effects on mRNA splicing. Splicing changes observed in the *Msi1/Msi2* double knockout cells exposed to 4-OHT were inversely correlated to those observed following Msi overexpression (Figure 5C). This observation further supports that Msi proteins affect splicing at physiological expression levels. No correlation in splicing was observed between *Msi1*-induced cells and exposure to 4-OHT of double floxed cells lacking the Cre driver (Figure 5C).

### Msi-associated splicing changes are observed in cancer lines and associated with luminal state

We next considered whether the splicing changes associated with Msi mis-expression in NSCs might be related to splicing changes observed in human breast cancer cells or with a particular cell state. The natural variation in Msi levels across breast cancer cell lines (Figure 2C–E) enabled a comparison of splicing patterns between Msi-high (luminal) vs Msi-low (basal) cells. To compare mouse and human splicing patterns, we identified human alternative exon trios orthologous to mouse alternative and flanking exon trios using synteny in a multi-genome alignment (Figure 5D and Supp. ‘Materials and methods’). We first compared changes (ΔΨ) in the percent spliced in (PSI or Ψ) values of mouse exons between *Msi1* overexpressing cells vs controls, to ΔΨ values of orthologous exons between luminal and basal breast cancer cell lines (Figure 5E). The splicing patterns were consistent: the human orthologs of exons up-regulated in Msi1-OE NSCs had higher inclusion in luminal (Msi-high) than in basal (Msi-low) cell lines, and similarly for down-regulated exons (Figure 5E). Such agreement was observed for several different luminal and basal pairs, but was strongest when comparing HER2+ luminal lines such as BT474 and SKBR3 to basal lines, consistent with the higher Msi levels observed in HER2+ cell lines (Figure 2D). These observations support the proposition that Msi contributes to a luminal splicing program in human breast cancers by triggering changes similar to those induced in mouse NSCs.

Two of the most strongly affected alternative exons in murine NSCs, *Myo18a* exon 38 (Figure 5A) and *Erbin* exon 21 (Erbb2ip, a direct binding-partner of the breast cancer oncogene HER2/Erbb2) were conserved in the human genome and detected in the transcriptomes of all analyzed breast tumors and controls. In primary tumors, these exons showed a striking cancer-associated splicing pattern, with the *ERBIN* exon enhanced in tumors and the *MYO18A* exon repressed in tumors (Figure 5—figure supplement 2A). To test whether the regulation of these exons is responsive to Msi levels, we correlated the fold change in Msi expression for each matched tumor–control pair with the ΔΨ value of the *ERBIN* and *MYO18A* exons in that pair (Figure 5—figure supplement 2B). We observed high correlation between the extent of Msi overexpression and the change in splicing in luminal tumors, particularly for *MSI2*. As in mouse NSCs, increased expression of Msis was associated with increased inclusion of the *ERBIN* exon and repression of *MYO18A* exon splicing, suggesting that Msi-dependent regulation of splicing may be conserved not only in breast cancer cell lines but also in primary tumors.

### Msi proteins are required to maintain epithelial-luminal state in breast cancer cells and regulate EMT processes

To address whether Msi proteins are functionally required for the maintenance of the luminal state, we performed RNAi knockdown of *Msi1* and *Msi2* in two luminal breast cancer cell lines, BT474 and MCF7-Ras, where Msi proteins are highly expressed (Figure 2C and Figure 6—figure supplement 1A). In the HER2+ luminal cell line BT474, cells grow in tightly packed epithelial colonies (Figure 6A). We observed a striking morphological change upon knockdown of *MSI1* or *MSI2*, where cells progressively separated and acquired a basal-like appearance 3–5 days after knockdown (Figure 6A), accompanied by reduced proliferation (not shown). A similar phenotype was observed in MCF7-Ras cells upon knockdown of *MSI1* or *MSI2* (Figure 6—figure supplement 1B). These results argue that Msi expression is required for the maintenance of the epithelial-luminal state in breast cancer cell lines.

**Figure 6.**
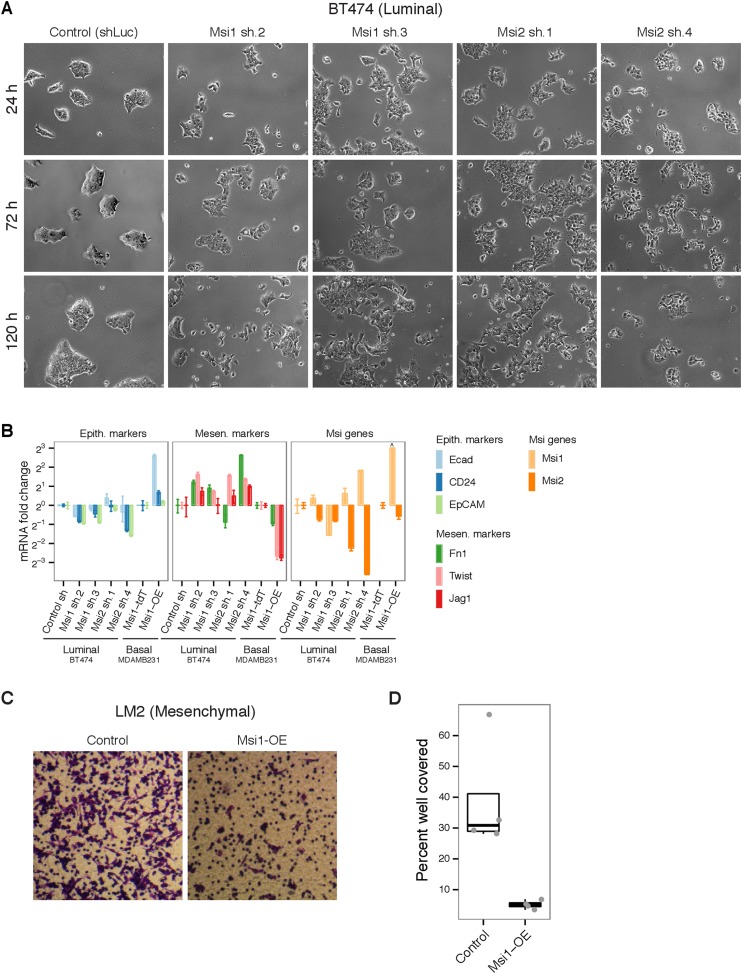
Msi levels alter EMT processes breast cancer cell lines. (**A**) Knockdown of *Msi1/Msi2* in BT474 breast cancer cell line using lentiviruses carrying short hairpins (shRNAs). Brightfield images (10x magnification) shown at 24, 72, and 120 hr after Puromycin-selection. (**B**) mRNA expression of epithelial and mesenchymal markers upon knockdown of *Msi1/Msi2* in epithelial-luminal breast cancer cell line (BT474) and overexpression of *Msi1* in mesenchymal-basal line (MDAMB231). Values plotted are fold changes normalized to GAPDH. For BT474 knockdown, cells infected with hairpin against luciferase were used as control (‘Control sh’). For MDAMB231 overexpression, cells infected with tdTomato were used as controls (‘Msi1-tdT’). *Msi1* levels were below detection limit in control MDAMB231 cells, therefore *Msi1* fold change in MDAMB231 *Msi1*-overexpression cells (relative to controls) was truncated arbitrarily in plot, indicated by ‘^’. (**C**) Representative transwell assay image for LM2 control and Msi1-OE breast cancer cells. (**D**) Quantification of percent of well covered in transwell assay for LM2 control and Msi1-OE cells (4 wells per condition, individual well values plotted as dots.). **DOI:** http://dx.doi.org/10.7554/eLife.03915.017

**Figure 6—figure supplement 1.**
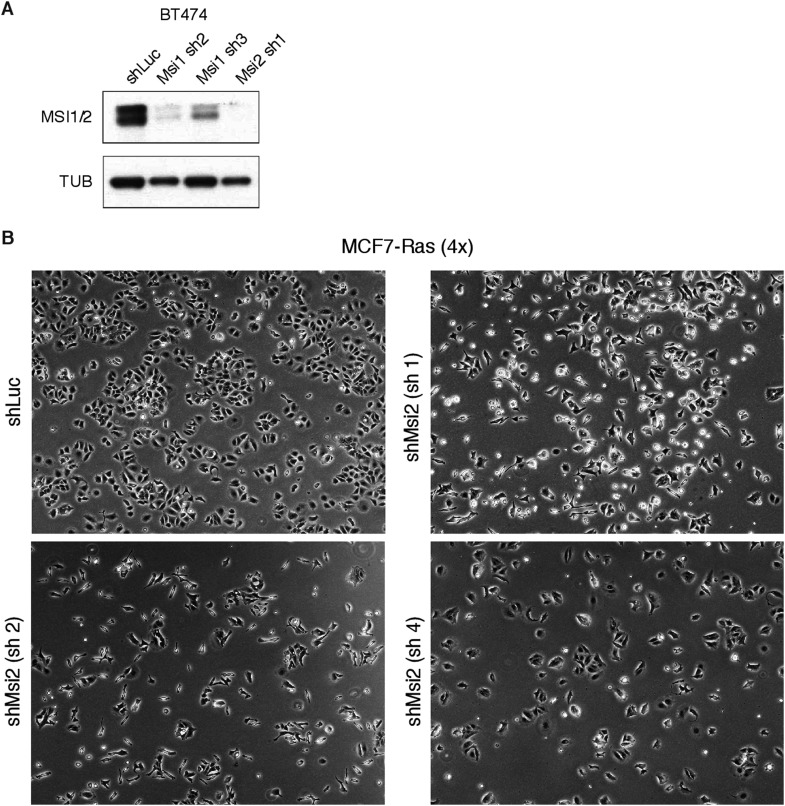
Knockdown of *Msi1/2* in breast cancer cell lines. (**A**) Western blot for BT474 cells with control (shLuc) or Msi1/2 targeting hairpins. (**B**) Morphology of MCF7-Ras cells upon Musashi knockdown. **DOI:** http://dx.doi.org/10.7554/eLife.03915.018

The Notch pathway regulator *Jag1*, which we found was translationally repressed by Msi, is known to be required for EMT. *Jag1*-depleted keratinocytes undergoing TGFβ-induced EMT fail to express mesenchymal markers and retain epithelial morphology (Zavadil et al., 2004). Furthermore, knockdown of *Jag1* in keratinocytes strongly impairs wound healing (Chigurupati et al., 2007), a process that requires cells to acquire mesenchymal properties such as migration and protrusion. Our gene expression analysis also supported the mesenchymal-basal specific expression of *Jag1*, which is particularly pronounced in breast cancer (Figure 2). The epithelial-associated expression pattern of Msi genes and the antagonistic relation between Msi and *Jag1* (Figure 2) prompted the hypothesis that Msi activation promotes an epithelial cell identity, effectively blocking EMT.

To test the hypothesis that Msi activation may hinder EMT processes by promoting the epithelial state, we assessed the effect of Msi knockdown and overexpression on EMT marker expression. Knockdown of *MSI1* or *MSI2* in the luminal cell line BT474 generally resulted in a decrease in epithelial marker expression and an increase in mesenchymal marker expression, consistent with Msi loss promoting EMT (Figure 6B). To test whether ectopic expression of Msi in mesenchymal cancer cells can promote an epithelial state, we overexpressed *Msi1* in the mesenchymal cell line MDAMB231, where *Msi1* levels are extremely low. *Msi1*-overexpressing cells had decreased mesenchymal marker expression and increased levels of epithelial marker expression (Figure 6B), consistent with promotion of the epithelial state. We conclude that Msi activation promotes the epithelial state in breast cancer cells.

We next asked whether the increase in epithelial markers following Msi overexpression is accompanied by functional changes that reflect the epithelial state. We predicted that ectopic expression of Msi proteins in a mesenchymal cell line would hinder EMT-associated processes such as migration. *Msi1* overexpression in the LM2 cell line (an MDAMB231-derivative) resulted in sevenfold reduction in migration in a transwell assay (Figure 6C,D). We were unable to observe this phenotype in the mesenchymal cell lines MDAMB231 or SUM159, where *Msi1* overexpression caused no significant change in migration in the same transwell assays (data not shown). In NSCs, overexpression of *Msi1* or *Msi2* impaired migration as assayed by a scratch assay as well (data not shown), consistent with the phenotype observed in LM2 breast cancer cells. These results show that depending on the cell-type context, Msi activation can decrease the migration capacity of cells, consistent with promotion of an epithelial state and suppression of mesenchymal properties.

### *Msi2* overexpression in the basal cell layer perturbs mammary ductal branching

The association of Msis with the luminal state in breast cancer tumors and their effect on the epithelial-luminal state in breast cancer cell lines prompted us to ask whether Msi proteins play similar roles in the mammary gland in vivo. During maturation, epithelial cells in the mammary gland migrate and form ducts within the mammary fat pad through a process termed mammary ductal branching morphogenesis. The formation of the mammary ductal system is thought to be a kind of EMT (Chakrabarti et al., 2012; Foubert et al., 2010), making mammary gland an attractive system to study the regulation of EMT in vivo.

The mammary gland Terminal End Buds (TEBs) from which ducts form are organized into discrete layers of cell types, including epithelial luminal and basal cells. The identity of luminal and basal tumors is thought to resemble their mammary gland cell type counterparts. Analysis of RNA-Seq expression analysis of purified mouse mammary luminal (CD24^high^CD29^+^) and basal (CD24^+^CD29^high^) cells generated by dos Santos et al. (2013) revealed enrichment of *Msi1* and *Msi2* expression in luminal cells (not shown). As predicted by the mRNA expression profile, we observed higher MSI2 protein levels in the luminal cell layer and far lower levels in the basal (K14-positive) cell layer of mouse mammary ducts (Figure 7A).

**Figure 7.**
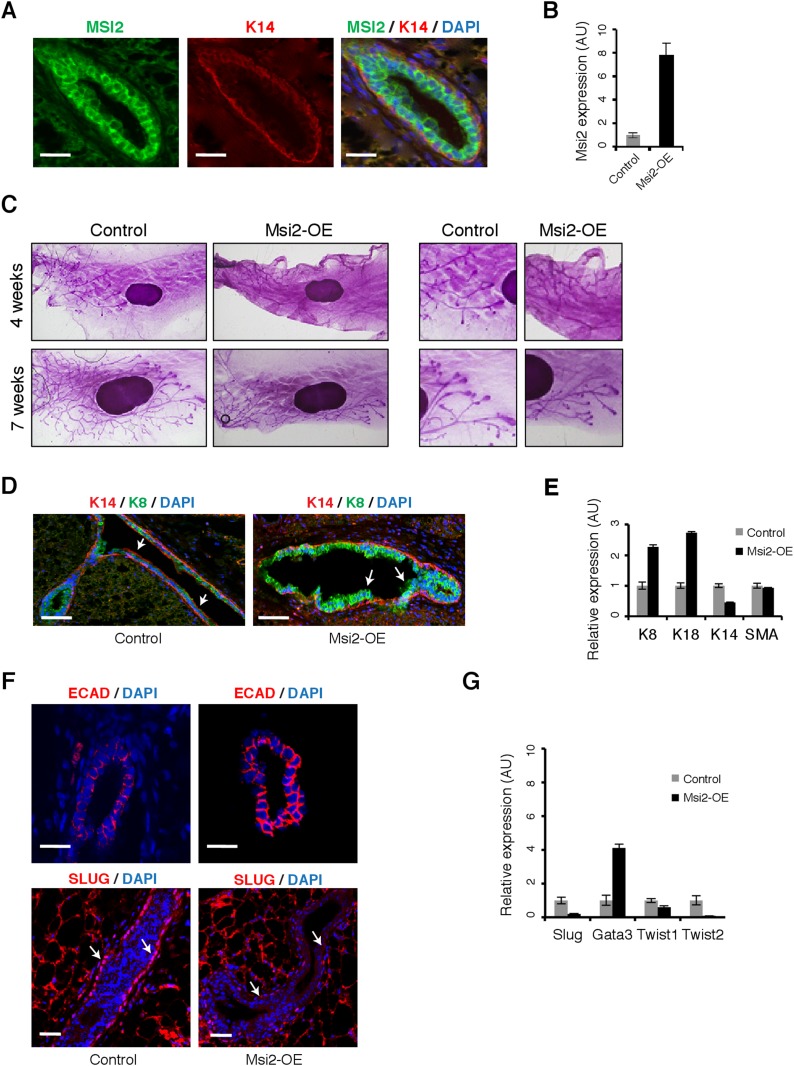
Msi2 activation represses EMT and expands mammary luminal cell layer in vivo. (**A**) Immunostaining for MSI2, K14, and DAPI in control sections of mammary gland. Scale bar: 50 μm (**B**) qRT-PCR for *Msi2* in mammary epithelial cells from control and *Msi2* overexpressing mice (‘Msi2-OE’). (**C**) Whole mount stain for mammary glands from control and *Msi2* overexpressing mice (left: low magnification, right: high magnification.) (**D**) Immunostaining for K14, K8, and DAPI in mammary gland sections from control and *Msi2* overexpressing mice. Scale bar: 100 μm (**E**) qRT-PCR for luminal markers (K8, K18), basal markers (K14), and smooth-muscle Actin (SMA) in mammary epithelial cells from control and *Msi2* overexpressing mice. (**F**) Staining for E-cadherin (ECAD) (top) and EMT-marker SLUG (bottom) in mammary glands from control and *Msi2* overexpressing mice. Luminal cell layer is expanded upon Dox (arrows). Scale bar: 100 μm. (**G**) qRT-PCR for Slug, Gata3, Twist1, Twist2 in mammary epithelial cells from control and *Msi2* overexpressing mice. Slug expression in basal cell layer is reduced upon Dox (arrows). Scale bar: 50 μm. **DOI:** http://dx.doi.org/10.7554/eLife.03915.019

**Figure 7—figure supplement 1.**
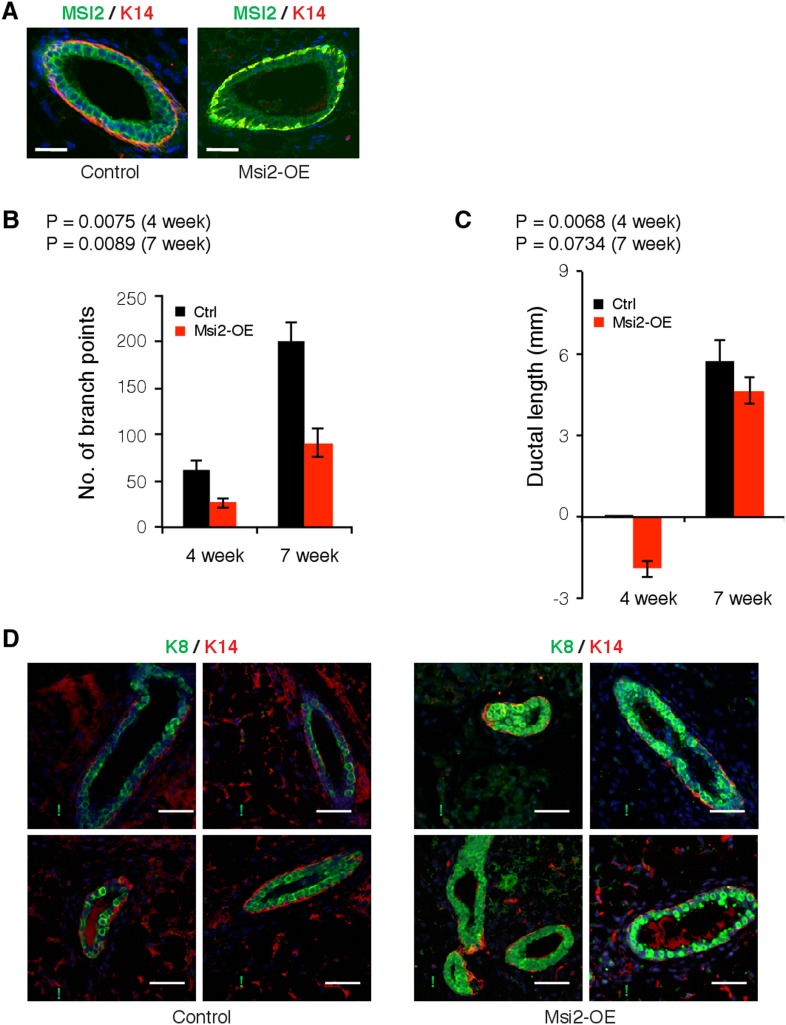
*Msi2* overexpression in mouse mammary gland alters mammary duct morphology. (**A**) Msi2 expression in mammary glands co-stained with basal cell marker K14 in control and Msi2 overexpressing mice. (**B**) Quantification of number of branch points in control and Msi2 overexpression mice. Student's *t*-test was used to compute p-values. (**C**) Lengths of longest mammary ductal branches (measured from Center of Lymph Node, CLN) for control and Msi2 overexpression mice. CLN defined as ‘0’: negative length values indicate that longest ductal branch ends prior to start of CLN, positive length values indicate that longest ductal branch grew past center of CLN. Student's *t*-test was used to compute p-values. (**D**) Co-staining for luminal cell marker K8 and basal cell marker K14 in control (left) and Msi2 overexpressing (right) mice. **DOI:** http://dx.doi.org/10.7554/eLife.03915.020

**Figure 7—figure supplement 2.**
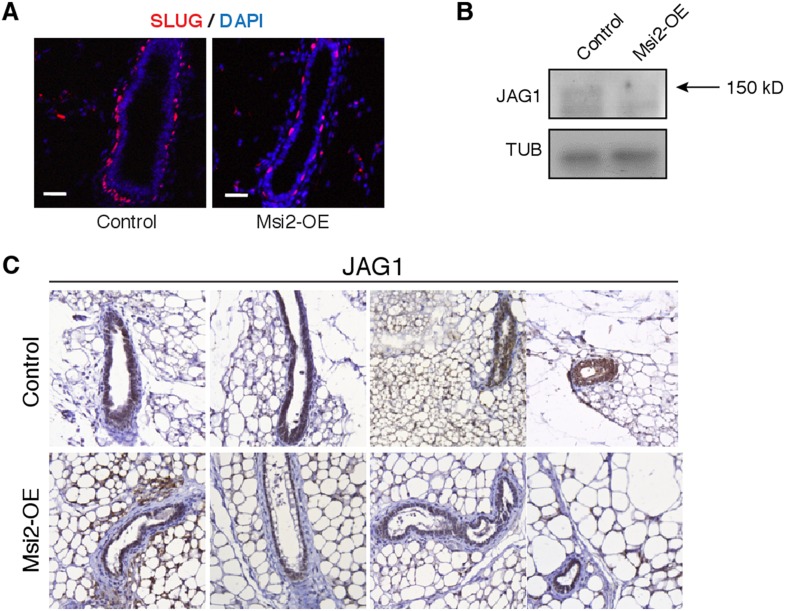
*Msi2* overexpression in mouse mammary gland represses Slug and Jag1. (**A**) Staining for EMT marker Slug in control and Msi2 overexpressing mice. Scale bar: 50 μm. (**B**) Western blot for JAG1 protein in mammary epithelial cells of control and Msi2 overexpressing mice 7 weeks after induction with Dox. Arrow indicates expected JAG1 band (150 kD). (**C**) Immunohistochemistry for JAG1 protein in mammary gland from control and Msi2 overexpressing mice 7 weeks after induction with Dox. **DOI:** http://dx.doi.org/10.7554/eLife.03915.021

We next examined the effect of Msi overexpression on epithelial cell state in the mammary gland in order to see whether its in vivo effects on epithelial-luminal state are similar to those observed in culture models. We ectopically expressed *Msi2* in the basal cell layer, where it is nearly absent normally (Figure 7A), using a basal cell-specific Dox-inducible driver, K14-rtTA. As expected, mice administered Dox showed significantly higher levels of MSI2 protein in the basal cell layer (Figure 7—figure supplement 1A) and overall higher levels of *Msi2* mRNA in mammary epithelial cells (Figure 7B).

Overexpression of *Msi2* altered mammary ductal branching morphology (Figure 7C). Overexpression mice showed both a defective and delayed mammary ductal branching pattern. *Msi2* overexpression resulted in fewer mammary duct branch points given, after either 4 or 7 weeks of induction with Dox, with the difference between controls and overexpression mice more pronounced after 7 weeks (Figure 7—figure supplement 1B). The TEBs in glands overexpressing *Msi2* were smaller relative to controls, following either 4 or 7 weeks of induction (Figure 7C, right inset). In addition, after 4 weeks of induction, glands from overexpression mice had shorter ductal lengths relative to controls, but ductal lengths returned to lengths similar to wild type after 7 weeks of induction (Figure 7—figure supplement 1C). These results indicate that *Msi2* overexpression resulted in a defect in mammary branching morphogenesis (evidenced by the reduced number of branch points), and a delay in this process, as indicated by the slower rate of branch ductal growth.

Since branching morphogenesis requires cells to lose their epithelial identity and undergo migration, we hypothesized that the observed defect in branching morphology might result from inability of cells to lose their epithelial identity and/or expansion of an epithelial cell layer. Consistent with this hypothesis, we observed that *Msi2* overexpression resulted in expansion of the luminal cell layer (Figure 7D and Figure 7—figure supplement 1D), confirmed by a corresponding increase in expression of luminal cell markers and a decrease in basal markers (Figure 7E). Furthermore, *Msi2* overexpression led to an increase in epithelial marker E-cadherin and reduction in Slug, a marker of EMT and mesenchymal cells. Expression of EMT regulators *Slug*, *Twist1,* and *Twist2* decreased upon *Msi2* overexpression, while expression of the luminal epithelial cell marker *Gata3* increased (Figure 7G and Figure 7—figure supplement 2A). Expression of JAG1 protein was also reduced upon *Msi2* overexpression, consistent with the results observed in murine NSCs (Figure 7—figure supplement 2B,C). These results support a model in which ectopic Msi expression leads to expansion of epithelial-luminal cells in the mammary gland, effectively blocking EMT processes required for normal branching morphogenesis, and resulting in the defective ductal branching pattern described above. The observed functions of Msi proteins in regulation of mammary epithelial cell state mirror the functions we observed in breast cancer cell lines and murine NSCs, and suggest that Msi proteins play similar roles in a healthy in vivo context as in cancer cells.

## Discussion

The specific expression patterns of Msi proteins in stem and epithelial cells have aroused interest in their functional roles. Here, we show that Msi proteins are associated with the epithelial-luminal cell state in several cancer types, notably breast cancer, where Msi genes are highly enriched in luminal tumors and luminal breast cancer cell lines. We showed that in breast cancer cells, knockdown of Msi genes leads to loss of epithelial identity and upregulation of mesenchymal markers, while their ectopic activation promotes the epithelial state and suppresses mesenchymal properties such as cell migration. As in cancer cells, overexpression of *Msi2* in healthy mammary gland tissue suppressed EMT and resulted in a defective mammary ductal branching pattern. These observations all support a role for Msi proteins in maintenance of a luminal/epithelial cell state and inhibition of EMT (Figure 8). The consistency between our observations in mammary epithelial cells and NSCs and between mouse and human suggests that these functions are shared across cell types and evolutionarily conserved.

**Figure 8.**
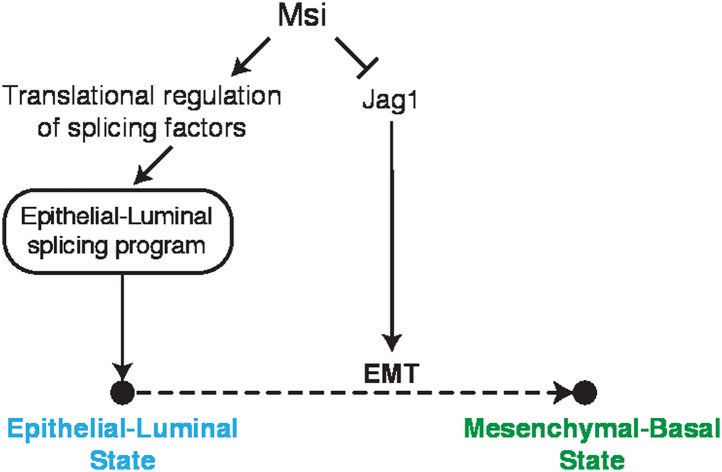
Model for Msi roles in regulation of cell state. Model for Msi role in the control of the epithelial state. We show that Msi represses translation of *Jag1*, a positive regulator of Notch and EMT. We also show that Msi promotes expression of an epithelial-luminal splicing program, which we hypothesize occurs through translational regulation of splicing factors. In the model, both the direct regulation of *Jag1* and indirect regulation of splicing contribute to maintenance of an epithelial-luminal cell state and inhibition of EMT. **DOI:** http://dx.doi.org/10.7554/eLife.03915.022

Our genome-wide data support the hypothesis that Msi proteins are translational regulators. We showed that Msi proteins can translationally repress *Jag1*, an important regulator of Notch signaling. However, the role of Notch signaling in cancer remains complex and may vary between cancer types (Dickson et al., 2007; Lobry et al., 2011). The upregulation of *Jag1* in the basal state suggests that Notch pathway activity is high in and required for the entry into the mesenchymal state, consistent with previous studies (Zavadil et al., 2004; Dickson et al., 2007). In mammary epithelial cells, *Jag1*-triggered activation of Notch was shown to reduce E-cadherin expression and increase Slug expression (Leong et al., 2007). Furthermore, *Jag1* activation in breast cancer cells promotes their metastasis into the bone in vivo by activating Notch in neighboring bone cells (Sethi et al., 2011). The dependence of EMT on Notch activation has been observed in normal development as well. During heart development, cardiac valves are generated from endocardium through EMT, and Notch activity was shown to be required for this process (Timmerman et al., 2004). Collectively, these studies are consistent with our working model in which Msi represses *Jag1* translationally, in turn altering Notch activity required for EMT.

The molecular mechanisms by which Msi proteins regulate translation of a subset of mRNAs like *Jag1* remains unclear. Our genome-wide data and in vitro binding assays indicate that Msi proteins act by binding UAG-containing motifs at 3' UTRs of messages. A model where Msi proteins repress translation by outcompeting eIF4G for PolyA-binding protein (PABP) was proposed (Kawahara et al., 2008), but the conditions under which binding to mRNA results in translational repression are unclear, since only a subset of mRNAs are detectably regulated. It is possible that co-factors are required in vivo for Msi to affect translation following binding to the mRNA. It is also possible that other RNA-binding factors outcompete Msi protein for binding, though MSI1 has relative high RNA-binding affinity. The molecular mechanism underlying Musashi-dependent translational control and the nature of any co-factors involved are not known.

This study complements recent reports of the involvement of post-transcriptional regulatory factors in cell state maintenance and EMT. For example, the epithelial-specific splicing factors of the ESRP family play important roles in maintenance of epithelial state (Warzecha et al., 2009; Reinke et al., 2012). A recent study presented evidence that the transcription factor Snail can promote the mesenchymal state in part by repressing *Esrp1* (Reinke et al., 2012), further highlighting the importance of post-transcriptional control in driving cell state transitions like EMT.

Like master transcription factors, master post-transcriptional regulatory factors globally alter gene expression—by affecting RNA splicing, stability, localization, or translation—which makes them suitable for controlling cell identity (Jangi and Sharp, 2014). Our study shows that post-transcriptional regulatory factors like Msi proteins can impact both translation and pre-mRNA splicing, utilizing multiple layers of RNA regulation to reshape the transcriptome for a particular cell state. Many of the impacted splicing events are part of an epithelial splicing program, suggesting that effects of Msis on splicing may reinforce the effects of *Jag1* repression on maintenance of epithelial cell state. The predominantly cytoplasmic expression of Msis makes it likely that splicing is affected indirectly, e.g., through translational regulation of specific splicing factors, though our data do not rule out that a small fraction of Msi protein may be nuclear localized and could directly regulate splicing. We have also observed that other RBPs are also enriched in the epithelial state (Shapiro et al., 2011), suggesting that RBPs as a group may play a broad role in maintenance of this state, and might provide attractive targets for therapeutic efforts to manipulate cell state.

Msi proteins are co-expressed with various proliferation markers in a wide variety of stem cell niches, including the breast, stomach, intestine, lung, and brain. This observation suggests the hypothesis that Msis may act as general epithelial stem cell/progenitor regulators across tissues. Our findings are consistent with this hypothesis, but further study of Msi in multiple stem cell compartments will be needed to directly test it. The role of Msi in the normal development and transformation of other adult tissues will also be important to understand. For example, our observation that Msi is frequently overexpressed in lung tumors suggests that ectopic expression of Msi proteins in the lung could elucidate their role in lung cancer. Furthermore, the systematic downregulation of *Msi1/Msi2* and high frequency of *Msi1* mutations in kidney tumors suggests that kidney would be an informative model for studying Msi loss-of-function and its consequences in cancer.

## Materials and methods

### Mouse strains and derivation of neural stem cell lines

Inducible overexpression mice (tetO-Msi1/Msi2) were generated as previously described in Beard et al. (2006); Kharas et al. (2010). The generation of *Msi2* conditional knockout mice was previously described in Park et al. (2014), and the generation of *Msi1* conditional knockout mice will be described elsewhere (Yu et al., under review). Mice of the 129SvJae strain were used, and the K14-rtTA strain was obtained from JAX (stock number: 007678). Animal care was in accordance with institutional guidelines and approved by the Committee on Animal Care, Department of Comparative Medicine, Massachusetts Institute of Technology, under animal protocol 1013-088-16. For derivation of embryonic neural stem cells (NSCs), littermate embryos were used whenever possible. Cortical NSCs were derived from embryos following Kim et al. (2003). Briefly, cortical tissue was isolated from E12.5 embryos (unless otherwise noted) under a light dissection microscope inside a sterile fume hood and collected by centrifugation. Cortical tissues were dissociated into single cells by trituration in Magnesium/Calcium-free HBSS buffer (Gibco, Woburn MA) followed by 15-min incubation at room temperature. Dissociated tissue was collected by centrifugation, resuspended in N2 medium containing growth factors and Laminin (Life Technologies, Woburn MA, Catalog Number: 23017015) and plated onto Polyornithin/Laminin-coated tissue culture dishes as in Okabe et al. (1996).

### Culture conditions for embryonic neural stem cells

NSCs were grown in N2 medium (Okabe et al., 1996) containing EGF (20 ng/ml) and bFGF (20 ng/ml) and Laminin (Life Technologies). Cells were grown on Polyornithin/Laminin-coated dishes. EMT was induced by switching cells to N2 medium containing LIF/FBS as described in Ber et al. (2012).

### Culture conditions for human breast cancer lines, shRNA knockdowns and overexpression assays

All breast cancer lines were cultured in DME containing 10% FBS, 1% GlutaMAX (Gibco), and Penn/Strep, except for BT474, which was cultured in RPMI base medium, and SKBR3 which was cultured with McCoy's 5A supplement. Lentiviruses carrying pLKO vectors with hairpins against *Msi1*, *Msi2*, or Luciferase (control) were used for knockdowns. Hairpins were obtained from Broad Institute shRNA library. Cells were infected in a centrifuge spin-infection step (1500 RPM, 37°C, 20 min) following a 2-hr incubation with polybrene or protamine sulfate, and viral medium was added to the cells overnight. Cells were subjected to 4–6 day Puromycin selection (2 μg/ml) 48 hr after infection. Msi1-OE vector (Thermo OpenBiosystems) was used for overexpression assays. Virus was prepared was described above and cell lines infected with virus were selected for 4–6 days with Blasticidin (5 μg/ml) 48 hr after infection.

### Migration assay in breast cancer cell lines

Migration assay was performed using the transwells (Corning 6.5 mm Diameter inserts with 8um pore size, polycarbonate membrane; product #3422, lot #19614003). 50,000 cells were seeded into wells in each condition and allowed to migrate for 9 hr. Cells were stained with Crystal Violet and then percent area covered was calculated using ImageJ. Images were threshold filtered on Hue and Saturation (Hue: 192-255 'pass'; Saturation: 72-255 'pass') and passed to the ‘Analyze Particles’ function with a threshold size of 2000.

### Western blotting, immunofluorescence staining, and antibodies used

For western blotting, cells were lysed on ice and protein lysates were loaded onto 4-12% gradient Bis-Tris Gel (Life Technologies). Primary antibodies and dilutions used in western blotting on murine NSCs: anti-MSI1/2 (Cell Signaling Technology #2154, 1:800), anti-MSI2 (Abcam #57341, 1:800), anti-Jag1 (Cell Signaling Technology #2620, 1:800), anti-HER2 (Cell Signaling Technologies #2248, 1:1000), anti-phos-HER2 (Cell Signaling Technology #2241, 1:1000), anti-alpha-Tubulin (Sigma-Aldrich T9026, 1:5000), anti-HNRNPA1 (Abcam ab5832, 1:800). Immunofluorescene was performed on cells grown on glass bottom chambers (LabTek II, #1.5), fixed in 4% PFA. Cells were blocked and permeabilized in 5% FBS, .1% Triton in PBS(+). Antibodies were applied in 1% FBS in PBS(+). Immunofluorescence antibodies and dilutions: anti-MSI1 (MBL D270-3, 1:500), anti-HNRNP A2/B1 (Santa Cruz, sc-374052, 1:200). For IHC on murine mammary glands, anti-Jag1 (Santa Cruz, SC-6011, 1:100) was used. For western on murine mammary glands, anti-Jag1 (Santa Cruz, SC-6011, 1:1000) and anti-Tubulin (Sigma-Aldrich, T5168, 1:4000) were used.

### Immunohistochemistry on human breast cancer sections

Paraffin-embedded human breast cancer sections were obtained from Biomax US (BR1505a) and stained using standard protocols with antigen retrieval. Antibodies used: anti-ECAD1 (BD Biosciences, 1:50) and anti-MSI1 (MBL D270-3, 1:200).

### Confocal imaging for immunofluorescence

Confocal imaging was performed using a Perkin–Elmer microscope using oil-immersion 63× objective, imaged with Velocity software. Single confocal stacks or maximum Z intensity projections were obtained using Fiji (Bioformats-LOCI plugin).

### RNA-seq and ribosome profiling library generation

RNA-Seq libraries were prepared from polyA-selected RNA using standard Illumina protocol. Ribosome profiling libraries were prepared following Ingolia et al. (2009) with several modifications. Briefly, cells were collected by centrifugation and immediately flash-frozen. Cells were thawed in lysis buffer (20 mM HEPES [pH 7.0], 100 mM KCl, 5 mM MgCl2, 0.5% Na-Deoxycholate, 0.5% NP-40, 1 mM DTT, Roche mini EDTA-free protease inhibitor tablets [1 tablet/10 ml]) and briefly treated with DNase I and RNAse I. Nuclei and cell debris were removed by centrifugation and lysates were treated with RNase I (NEB) for 75 min at room temperature to generate monosome-protected RNA fragments. Monosomes were collected by ultracentrifugation in a sucrose cushion, denatured in 8 M Guanidium HCl, and protected RNA fragments (footprints) were extracted with Phenol–Chloroform. Footprints were dephosphorylated by PNK treatment and size-selected (∼31–35 nt fragments) by purification from a 15% TBE-Urea gel. Subtractive hybridization of ribosomal RNA from footprints was performed as in (Wang et al., 2012). Footprints were then polyA-tailed, and Illumina sequencing adaptors were added in a reverse transcription step to obtain footprint cDNA, which was then isolated by gel purification. cDNA was then circularized, PCR-amplified, and PCR products isolated by gel purification and submitted for sequencing on Illumina Hi-Seq platform.

### Computational analysis of RNA-Seq, ribosome profiling and bind-n-seq

Source code for the pipelines used to analyze RNA-Seq, ribosome profiling and Bind-n-Seq data is available through the open-source library rnaseqlib (available at the git repository: http://www.github.com/yarden/rnaseqlib). Protocols, raw sequencing data and additional information about genomic datasets are available at http://www.musashi-genes.org.

#### Ribosome profiling (ribo-seq) analysis

To define a set of translationally regulated targets, we first filtered out genes that had low read counts (5 reads or less) in constitutive CDS exons in either RNA-Seq or Ribo-Seq data. We then further filtered out from this set genes that showed 1.5-fold change or greater in mRNA levels between control and experimental samples, to avoid instances where changes in TE may be confounded by changes in mRNA abundances, and therefore are less likely to be controlled solely at the level of translation. From this set of genes, we defined the subset that had a threefold or higher change in TE as the set of translational targets.

#### Bind-n-seq (RBNS) analysis

To define a set of genes with enriched Msi binding sites, we ranked genes according to the abundance of RBNS-enriched 6mers in their 3' UTR. For each gene *g*, we calculated the density an RBNS-enriched 6mer *k* in the gene, *D*_*g,k*,_ as follows:

$$D_{g,k}=\frac{n_{k}}{u-6+1}$$

where *n*_*k*_ is the number of occurrences of the 6mer *k* in the longest 3' UTR of *g*, and *u* is the UTR length. We defined the enrichment density score *S*_*g*_ for each gene *g* as the sum of densities of all RBNS-enriched 6mers in the gene:

$$S_{g}=\sum_{k}D_{g,k}$$

We then calculated the distribution of *S*_*g*_ for all genes and ranked each gene by its percentile rank. The score for *Jag1* (*S*_*Jag1*_) ranked in the 85^th^ percentile of the score distribution.

### On *Numb* as a translational target of Msi proteins

Early work on mammalian Musashi proteins by the Okano group and colleagues suggested that *Numb* mRNA is translationally repressed by MSI1 (Okano et al., 2002). A later study by the same group showed that in the gastric system, *Msi1* KO mice had lower, not higher, levels of Numb protein, opposite of the expected change under the translational repression model (Takahashi et al., 2013). Recent work in HSCs (where only *Msi2* is expressed) showed a *Numb*-independent phenotype for *Msi2* and found that *Msi2* KO HSCs have unchanged levels of Numb protein (Park et al., 2014). Thus, it is unclear if *Msi1* or *Msi2* directly regulate *Numb* mRNA translation in all systems and whether such regulation always promotes or represses translation of the mRNA.

In our data from NSCs, we were unable to detect a large difference in *Numb* translational efficiency upon *Msi1* overexpression as measured by Ribo-Seq, though a small effect cannot be excluded since coverage of the *Numb* mRNA in our Ribo-Seq data was low. It is possible that *Msi1* affects the translation of certain *Numb* mRNA isoforms in a context-specific manner, potentially through alternative mRNA processing of the *Numb* mRNA, as proposed by Takahashi et al. (2013).

### Sequencing data availability

All RNA sequencing data was submitted to GEO (accession GSE58423).

### Computational analysis of TCGA data

Publicly available TCGA data sets (Level 2 and Level 3) were downloaded from NIH ‘Bulk Download’ website (RNASeqV2: https://wiki.nci.nih.gov/display/TCGA/RNASeq+Version+2). RNA-Seq analyses were performed using ‘RNASeqV2’ TCGA files. Fold changes for genes were normalized by correction with Lowess-fit of MA-values calculated using raw gene expression estimates. Alternative exon expression was quantified using MISO.

### Computational identification of orthologous exon trios between mouse and human

Syntenic regions for exons in mouse alternative exon trios (mm9) were computed using Ensembl Compara Database (Release 66) PECAN multiple genomes alignment, using the Pycogent Python framework (Knight et al., 2007). Syntenic coordinates in human genome (hg19) were then matched to annotated hg19 exon coordinates given in TCGA data files.

### RNA bind-n-seq protein expression, RNA preparation and binding

A streptavidin binding peptide (SBP) tag was added to the pGEX6P-1 vector (GE) after the Presceission protease site. Full-length Musashi (*Msi1*) was cloned downstream of the SBP tag with infusion (Clontech) using BamHI and NotI cloning sites. Expression of tagged MSI1 was induced with 0.5 mM IPTG at 18° for 4 hr in the Rosetta(DE3)pLysS *E. coli* strain and subsequently purified on a GST GraviTrap column (GE). MSI1 was eluted from the GST column with PreScission protease (GE) in 4 mL of Protease Buffer (50 mM Tris pH 7.0, 150 mM NaCl, 1 mM EDTA, 1 mM DTT) at 4° C overnight (∼16 hr). Protein purity was assayed SDS-PAGE gel electrophoresis and visualized with SimplyBlue SafeStain (Invitrogen).

Input random RNA was generated by T7 in vitro transcription: 1 μg T7 oligo was annealed to 1 μg of RBNS T7 template by heating the mixture at 65° C for 5 min then allowing the reaction to cool at room temperature for 2 min. The random RNA was then in vitro transcribed with HiScribe T7 In vitro transcription kit (NEB) according to manufacturer's instructions. The RNA was then gel-purified from a 6% TBE-urea gel.

Nine concentrations of purified MSI1 (0 nM, 0.5 nM, 2 nM, 8 nM, 16 nM, 64 nM, 256 nM, 1 μM, and 2 μM) were equilibrated in 250 μl of Binding Buffer (25 mM Tris pH 7.5, 150 mM KCl, 3 mM MgCl2, 0.01% Tween, 1 mg/ml BSA, 1 mM DTT, 30 μg/ml poly I/C [Sigma]) for 30 min at room temperature. 40 U of Superasin (Ambion) and 1 μM random RNA (final concentration) was added to the MSI1 solutions and incubated for 1 hr at room temperature. During this incubation, Streptavidin magnetic beads (Invitrogen) were washed three times with 1 ml of wash buffer (25 mM Tris pH 7.5, 150 mM KCl, 60 μg/ml BSA, 0.5 mM EDTA, 0.01% Tween) and then equilibrated in Binding Buffer until needed. MSI1 and interacting RNA was pulled down by adding the RNA/protein solutions to 1 mg of washed streptavidin magnetic beads and incubated for 1 hr at room temperature. Supernatant (unbound RNA) was removed from the beads and the beads washed once with 1 ml of Wash Buffer. The beads were incubated at 70° for 10 min in 100 μl of Elution Buffer (10 mM tris pH 7.0, 1 mM EDTA, 1% SDS) and the supernatant was collected. Bound RNA was extracted from the eluate by phenol/chloroform extraction and ethanol precipitation. Half of the extracted RNA from each condition was reverse transcribed into cDNA using Superscript III (Invitrogen) according to manufacturer’s instructions using the RBNS RT primer. To control for any nucleotide biases in the input random library, 0.5 pmol of the RBNS input RNA pool was also reverse transcribed and Illumina sequencing library prep followed by 8–10 cycles of PCR using High Fidelity Phusion (NEB). As Msi1 concentration was increased, decreasing input RT reaction was required in the PCR. For instance, the highest MSI1 condition required 30-fold less input RT product than the no MSI1 condition. All libraries were barcoded in the PCR step, pooled together, and sequenced one HiSeq 2000 lane.

### Primers and sequences related to RNA Bind-n-Seq

#### RBNS T7 template:

CCTTGACACCCGAGAATTCCA(N_40_)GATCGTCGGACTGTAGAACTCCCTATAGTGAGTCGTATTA

#### T7 oligo:

TAATACGACTCACTATAGGG

#### Resulting RNA Pool:

GAGTTCTACAGTCCGACGATC(N)40TGGAATTCTCGGGTGTCAAGG

#### Binding site used for validation:

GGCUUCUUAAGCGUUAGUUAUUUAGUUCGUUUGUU

#### RBNS RT primer:

GCCTTGGCACCCGAGAATTCCA

#### RNA PCR (RP1):

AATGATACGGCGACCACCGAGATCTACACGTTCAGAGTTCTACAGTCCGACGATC

#### Barcoded Primers:

CAAGCAGAAGACGGCATACGAGAT–BARCODE-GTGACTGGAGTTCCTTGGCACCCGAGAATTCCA

#### *Jag1* region 1 sequence:

UGUCCAGU**UAG**AUCACUGUU**UAG**AU

#### *Jag1* region 1 mutant:

UGUCCAGU**UCC**AUCACUGUU**UCC**AU

#### *Jag1* region 2 sequence:

UCAAAG**UAG**AAUUUUUGUA**UAG**UUAUGUAAAUAAU

#### *Jag1* region 2 mutant:

UCAAAG**UCC**AAUUUUUGUA**UCC**UUAUGUAAAUAAU

### Luciferase reporter assays for protein translation

The *Jag1* 3' UTR was cloned into the pRL-SV40 vector (Promega) downstream of Renilla luciferase using the XbaI and NotI restriction sites creating the Renilla-Jag1-UTR construct. Firefly luciferase expression was used as the internal control and expressed from the PGL3 vector (Promega). Renilla and the Firefly luciferase vectors were co-transfected into 293 cells stably expressing hairpins against *Msi1*, *Msi2*, or both *Msi1* and *Msi2*, or into mock transfected 293T cells. Cells were harvested between 30–36 hr after transfection and the Renilla and Firefly luciferase signals measured using the Dual-luciferase Reporter Assay System (Promega) according to manufacture's instructions.

### In vivo overexpression and whole mount mammary gland staining

Mice were given Dox (Sigma) via drinking water at 2 g/l. Mice were induced with Dox for 7 weeks unless otherwise indicated. Inguinal mammary glands were spread on glass slides, fixed in Carnoy's fixative (6:3:1, 100% ethanol: chloroform: glacial acetic acid) for 2 to 4 hr at room temperature, washed in 70% ethanol for 15 min, rinsed through graded alcohol followed by distilled water for 5 min, then stained in carmine alum overnight, washed in 70%, 95%, 100% ethanol for 15 min each, cleared in xylene, and mounted with Permount.

### Immunofluorescence on mammary gland sections

Mammary glands were fixed in 4% PFA, paraffin-embedded and 5-μm sections were used for immunofluorescence assay. Paraffin sections were microwave pretreated and incubated with primary antibodies, then incubated with secondary antibodies (Invitrogen) and counterstained with DAPI in mounting media. The following antibodies were used: anti-K14 (Abcam), anti-K8 (Abcam), anti-E-cadherin (CST), anti-Msi2 (Novus Biologicals), anti-Hes1 (Abcam), anti-Slug (CST).

### Quantitative RT-PCR analysis in mammary glands

Mouse mammary epithelial cells were prepared according to the manufacturer's protocol (StemCell Technologies, Vancouver, Canada). Briefly, following removal of the lymph node, mammary glands dissected from 10-week-old virgin female mice were digested in EpiCult-B with 5% fetal bovine serum (FBS), 300 U/ml collagenase, and 100 U/ml hyaluronidase for 8 hr at 37°C. After vortexing and lysis of the red blood cells in NH_4_Cl, mammary epithelial cells were obtained by sequential dissociation of the fragments by gentle pipetting for 1–2 min in 0.25% trypsin, and 2 min in 5 mg/ml dispase plus 0.1 mg/ml DNase I (DNase; Sigma). Total RNA was isolated from mammary epithelial cells. Complementary DNA was prepared using the MMLV cDNA synthesis kit (Promega). Quantitative RT-PCR was performed using the SYBR-green detection system (Roche). Primers were as follows:

*Msi2* forward primer: ACGACTCCCAGCACGACC; *Msi2* reverse primer: GCCAGCTCAGTCCACCGATA.

*K8* forward primer: ATCAAGAAGGATGTGGACGAA; *K8* Reverse primer: TTGGCAATGTCCTCGTACTG.

*K14* forward primer: CAGCCCCTACTTCAAGACCA; *K14* Reverse primer: AATCTGCAGGAGGACATTGG.

K18 forward primer: TGCCGCCGATGACTTTAGA; K18 Reverse primer: TTGCTGAGGTCCTGAGATTTG.

### Quantitative RT-PCR analysis in breast cancer cell lines

RNA was extracted using Trizol and cDNA was prepared using SuperScript III (Invitrogen). Primers used are listed below (‘h’ prefix denotes human gene, ‘F’ denotes forward primer, ‘R’ denotes reverse primer):

hEcad-F:

TGCCCAGAAAATGAAAAAGG

hEcad-R:

GTGTATGTGGCAATGCGTTC

hTwist-F:

GGAGTCCGCAGTCTTACGAG

hTwist-R:

TCTGGAGGACCTGGTAGAGG

hEpCAM-F:

CTTTAAGGCCAAGCAGTGCA

hEpCAM-R:

CGCGTTGTGATCTCCTTCTG

hCD24-F:

GGTTTGACTAGATGATGGATGCC

hCD24-R:

TCCATTCCACAATCCCATCCT

hMsi1-F:

GGGACTCAGTTGGCAGACTAC

hMsi1-R:

CTGGTCCATGAAAGTGACGAA

hMsi2-F:

ACCTCACCAGATAGCCTTAGAG

hMsi2-R:

AGCGTTTCGTAGTGGGATCTC

hJag1-F:

GTCCATGCAGAACGTGAACG

hJag1-R:

GCGGGACTGATACTCCTTGA

How the deposited data were processed for this re-analysis (not part of the article)

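RNA-Seq (14 libraries) and Ribo-Seq (8 libraries) of mouse cortical NSCs were analysed, 22 samples in all, each with its line, treatment and embryonic stage taken from its label and the paper. RNA-Seq covered KH2, tetO-Msi1 and tetO-Msi2 cells with and without Dox, and C1 and C4 cells with and without 4-OHT, at E12.5, and KH2 cells without Dox and tetO-Msi1 cells with and without Dox at E13.5. Ribo-Seq covered KH2, tetO-Msi1, C1 and C4 cells at E12.5. Dox was given for 72 h by the labels and the legend of Figure 3, while the paper's text on mRNA changes gives 48 hr. Every condition had 1 library, apart from a pair of technical replicates of untreated tetO-Msi1 cells at E13.5, whose counts were summed and whose RPKM values were averaged.

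The authors deposited for each RNA-Seq library the read count of every Ensembl gene, made with their own pipeline and not normalized. The authors also deposited an RPKM for each gene, which equals the count divided by the length in the same file and by a number of reads that is constant within a library and larger than the sum of its counts. For Ribo-Seq, the authors deposited a count over the coding exons listed for each gene and an RPKM over those exons, again on a constant number of reads per library. The paper's methods name the pipeline's source code and not the aligner. The RNA-Seq length equals the coding exons of the Ribo-Seq tables less 40 nt each for 59.8% of the 20396 genes in both sets, and differs for the others. All per-sample values were used. Coordinates and 3′ UTRs came from the Ensembl annotation of NCBIM37.

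Changes of single genes are log2 ratios of deposited RPKM values, with 95% intervals from the read counts (delta method on log counts), which cover counting error only. Counts of changed mRNAs used log2 ratios after 0.5 was added to each RPKM, a mean RPKM of at least 1 and a limit of 2-fold. Pearson r of mRNA used genes above 0.25 RPKM in both libraries. TE is the Ribo-Seq RPKM divided by the RNA-Seq RPKM. Translational targets followed the limits of the paper's methods, applied to the deposited counts and not to the paper's constitutive CDS exons as such. These were more than 5 reads in all 4 libraries, an mRNA change under 1.5-fold and a TE change of at least 3-fold. Each named gene's TE change was also placed among the 500 genes of the control pair (KH2 or C1) nearest to it in footprint count. Counting noise was simulated by redrawing each gene's footprint reads between the libraries of a pair, 1000 times, with the TE change of every gene set to the median of the pair.

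The Dox effect on mRNA in tetO-Msi1 cells was tested with edgeR (4.0.16) on counts, with both stages as repeats: TMM normalization, genes with a CPM of at least 1 in at least 2 libraries, stage as a block, the quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.05. The biological coefficient of variation was 0.115. No other comparison had repeats, so no p-values are given for them. Gene lists were described by their median log2 change and its percentile among 10000 random lists of the same size, matched in 10 bins of expression. The lists were sterol synthesis, ATF4 targets, Notch targets, mitochondrially encoded genes, neuron, glia, neural stem, epithelial, mesenchymal and sex genes. The density of the 5 most enriched 6mers of Figure 4B was computed in the longest annotated 3′ UTR of each gene, for UTRs of at least 50 nt, and differences between the 10% of genes with the highest and the 10% with the lowest density were given 95% intervals from 2000 bootstrap draws over genes.

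The genes named in the text are those the paper names in NSCs. For each TE comparison they also include up to 5 of the largest rises and 5 of the largest falls among genes meeting the criteria. For the test across both stages, up to 5 in each direction past the threshold and with the same direction at both stages were named, and for each count of 2-fold mRNA changes up to 3 in each direction. Of the lists, the sex genes and members whose mRNA changed at least 2-fold are named. Other genes are said to be chosen after their values were seen. Myo18a, which the paper names for splicing, is not in the RNA-Seq files.

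The steps were tested on simulated data. In simulated counts of 11938 genes with 200 changed 4-fold, the test across both stages called 197 of the changed genes and 13 others (6.19% of the calls). The same fold was set at both stages, so false calls from disagreement between the stages were not covered. For TE, 200 genes changed 8-fold were all called where they had more than 5 reads, along with 18 unchanged genes, and 81.1% of those changed 4-fold. A random list of 14 genes was at percentile 35.8, and at 100 after a shift of 0.5.

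The alternatives tried were other pseudocounts (0.1 and 2), read limits (20, 50 and 100), fold limits, filters and scalings, another control, each technical replicate alone, other models of the test, and DESeq2 (1.42.0). R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Splicing, protein measurements, binding assays, tumour data and the mammary experiments were not analysed here.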

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

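All tests named in this part were chosen only after the results were seen. The gene lists, the rule for comparing them with random lists, the criteria and the alternatives other than 3 added ones were set before the data were examined. Each comparison has 1 library per condition.

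Msi2 mRNA fell with Dox in tetO-Msi1 cells, by a log2 change of -0.67 (95% counting interval -0.96 to -0.38) at E12.5 and -1.13 (interval -1.28 to -0.98) at E13.5. The paper does not report this change, and KH2 cells, which were given Dox at E12.5 only, did not show it. In the test across both stages the change was -0.98 (adjusted p = 6.6e-05, edgeR), and it kept this direction at both stages. With the KH2 response subtracted in all 9 libraries it was -1.06 (adjusted p = 0.958), and its adjusted p ranged from 6.3e-05 to 1 over the alternatives. An effect of Dox itself is argued against by the change of 0.075 (interval -0.14 to 0.29) in KH2 cells at E12.5, which lies above the tetO-Msi1 interval of that stage. At E13.5 it could not be tested. What stays open is the short length of 112 nt that Msi2 reads were counted over, which was not tested, and a difference between the lines in their response to Dox. Whether the fall follows from Msi1 was not tested. Msi2 footprints went from 104 to 40 reads in libraries of unequal depth, 12.9 RPKM without and 16.6 RPKM with Dox, and so did not show the fall.

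The sterol synthesis list (12 members) had a median log2 mRNA change of -0.28 in tetO-Msi1 cells and -0.32 in tetO-Msi2 cells given Dox at E12.5, below the central 95% of matched random lists (percentiles 0.01 and 0). The paper does not discuss these genes, and the change exceeded that of the control pair. In KH2 cells Dox gave -0.13 at percentile 3.78, with all 12 members lower. An effect of Dox itself therefore cannot be told apart for part of the change, since the list fell in KH2 cells by less, within its random lists. At E13.5, where no KH2 cells were given Dox, the change in tetO-Msi1 cells was -0.12 (percentile 2.29). A response of the transgenic lines to Msi stays open as untested.

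The ATF4 target list moved in opposite directions in tetO-Msi1 cells given Dox, 0.18 at E12.5 (8 members, percentile 98.7) and -0.59 at E13.5 (10 members, percentile 0). This difference between stages was not tested. The list already differed between the cultures without Dox. In untreated KH2 cells it was higher at E13.5 than at E12.5 by 2.63 more than the median gene, and in untreated tetO-Msi1 cells by 2.00 more (both at percentile 100), so a different starting level in the E13.5 cultures may account for the difference. Among the members, Trib3 (-1.11) and Chac1 (-1.06) fell at E13.5, and Atf5 rose at E12.5 (1.45). An effect of Dox itself cannot be told apart at E13.5, since KH2 cells were given Dox only at E12.5, where the list changed by 0.070 (percentile 97.7). In tetO-Msi2 cells it rose by 0.36, with Atf5 at 1.26.

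The mitochondrially encoded list (7 members) rose in TE by a median of 0.42 in tetO-Msi1 cells given Dox (percentile 99.7), in genes outside those the paper discusses. In KH2 cells given Dox it rose by 0.29 (percentile 85.5). It rose as well in the pairs given 4-OHT, which had neither Dox nor an Msi transgene, by 0.34 in C4 cells (percentile 99.98) and 0.39 in C1 cells (percentile 100), so the rise was not particular to Msi1 induction or to Dox. An effect of Dox itself in tetO-Msi1 cells cannot be told apart from one of Msi1 or from whatever raised the list in the 4-OHT pairs, since the change in KH2 cells lies within its random lists and each condition has 1 library. Mitochondrial footprints also depend on how much of each library is cytosolic, which was not tested.

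The neuron list (5 members) fell by a median of -0.28 in mRNA in C4 cells given 4-OHT (percentile 2.42), against -0.07 in C1 cells, and the glia list (6 members) fell by -0.33 in TE in tetO-Msi1 cells given Dox (percentile 2.46), against 0.45 in KH2 cells. Both lie just outside the central 95% of random lists. Of 69 list values, 24 lay outside this range. Among the 26 values of the KH2 and C1 pairs, 7 did. These include the rises of the sterol list in C1 cells and of mitochondrially encoded mRNA in KH2 cells, which may be responses to 4-OHT and Dox, so the 7 do not measure how many values chance alone puts outside the range. The number of lists compared may account for the neuron and glia values, and this cannot be told apart from a change in cell state, since the lists have few members and no pair without treatment was there. Glia mRNA also fell in KH2 (-0.25, percentile 0.15) and C1 cells (-0.17, percentile 0.33). It fell as well in C4 (-0.20, percentile 0.1) and tetO-Msi2 cells (-0.22, percentile 1.06). In tetO-Msi1 cells it lay within random lists, at -0.04 at E12.5 and -0.01 at E13.5. Of the members, Snap25 (-1.19, neuron list) and Gfap (-1.01, glia list) fell at least 2-fold in mRNA, both in tetO-Msi1 cells of E13.5.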

How the results depend on the processing

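Median changes of the gene lists moved by less than the spread of their random lists under the alternatives tried (a mean RPKM of at least 5, pseudocounts 0.1 and 2, and more than 50 reads for TE, where enough members were left). A pair of values near 0 changed sign: Notch targets in C1 cells, from -0.001 to 0.0064 with a mean RPKM of at least 5, and sterol TE in KH2 cells, from -0.016 to 0.098 above 50 reads. Where a count moved with a stricter or looser limit, the limit's own construction shows the cause. For every other change the cause was not tested.

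For genes with a 2-fold mRNA change, a pseudocount of 0.1 gave 89 in tetO-Msi1 cells of E12.5, 162 at E13.5, 22 in KH2, 197 in C4 and 23 in C1 cells, and a pseudocount of 2 gave 10, 36, 5, 47 and 6, with 12 in tetO-Msi2 cells. Without a filter on low genes there were 58 in tetO-Msi1 cells of E12.5 and 18 in KH2 cells. With a mean RPKM of at least 5 there were 15 and 52 in tetO-Msi1 cells of E12.5 and E13.5, 23 in tetO-Msi2, 3 in KH2 and 82 in C4 cells. At 1.5-fold there were 344 and 880 in tetO-Msi1 cells of E12.5 and E13.5, 310 in tetO-Msi2, 96 in KH2, 650 in C4 and 157 in C1 cells, and at 3-fold 8, 9, 7, 3, 10 and 1. Under each of these settings the tetO-Msi1 count at E12.5 exceeded that of KH2 cells.

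For Msi mRNA, rescaling by the median ratio gave 1.96 for Msi1 in tetO-Msi1 cells of E13.5. With treated cells of the control line as control, Msi1 in tetO-Msi2 cells went from 0.25 to -0.69 and Msi1 in C4 cells was -1.30. Msi2 was 2.03 in tetO-Msi2 cells and -3.86 in C4 cells. Msi1 was already lower in untreated tetO-Msi2 and C4 cells than in their untreated control lines, so its values hold a difference between lines.

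For translational targets in tetO-Msi1 cells, limits of more than 20, 50 and 100 reads gave 7, 1 and 1 genes with higher TE and 3, 0 and 0 with lower TE. At 2-fold there were 306 and 132, at 4-fold 21 and 7, and with treated KH2 cells as control 45 and 29. In KH2 cells the read limits gave 13, 6 and 1 genes, 2-fold 498 and 4-fold 35. In C4 cells the read limits gave 16, 0 and 0, 2-fold 919, 4-fold 57 and treated C1 cells as control 504. In C1 cells more than 50 and 100 reads gave 1816 and 1169, 2-fold 7399, 4-fold 1060 and centring 212. An alternative chosen after seeing the data, genes with one exon set in both assays, gave 24 higher and 8 lower in tetO-Msi1 cells, 42 in KH2, 86 in C4 and 1867 in C1 cells. The depth limits these counts: in tetO-Msi1 cells the median gene had 23 reads in the library with fewer.

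The Pearson r of TE rose with the read limits of 20, 50 and 100, to 0.918, 0.951 and 0.952 in tetO-Msi1 cells, 0.892, 0.955 and 0.9755 in KH2, 0.932, 0.957 and 0.971 in C4 and 0.926, 0.947 and 0.955 in C1 cells. The Spearman rho between TE changes in tetO-Msi1 and C4 cells reversed from 0.009 to -0.025 above 50 reads and to -0.041 with treated C1 cells as control. The difference in TE change between the 10% of genes with the highest and the 10% with the lowest motif density fell to 0.00489 in tetO-Msi1 cells and moved to -0.018 in KH2 cells above 50 reads.

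For Jag1 in tetO-Msi1 cells, treated KH2 cells as control reversed the Ribo-Seq change to 0.20, the mRNA change to -0.22 and the TE change to 0.41. With rescaling as well, chosen after seeing the data, they were 0.19, -0.22 and 0.41. In C4 cells, treated C1 cells as control gave 0.018 for Ribo-Seq and -0.74 for TE, and rescaling 0.66 for mRNA. In C1 cells rescaling reversed the Ribo-Seq change to 0.22 and moved TE to -0.23. Of the other named genes in C1 cells, rescaling reversed the TE change of Msi1 to 0.13, Rbm22 to 0.022, Timp1 to 0.25, Sntb2 to 0.26 and Numb to 0.30. For TE of single named genes 14 other values moved in size.

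In the test across both stages, 0 genes passed without the stage block (58 at an unadjusted p under 0.05), 1 with the KH2 response subtracted in all 9 libraries (586 at an unadjusted p under 0.05) and 104 with DESeq2 and its size factors (909 at an unadjusted p under 0.05), all 104 among the 430. Without a filter 407 genes passed, 396 of them among the 430, and with technical replicate 1a or 1b alone 419 (379 shared) and 428 (406 shared). For single genes 34 other values were weaker and 6 moved. The 6 are changes at E12.5 alone, such as 1.35 for Sh2d3c and -0.995 for Fam135b. With technical replicate 1a alone Kirrel3, Colec12 and ENSMUSG00000060835 no longer passed. With technical replicate 1b alone Scn7a had no value. The alternative with pseudocounts applied only to files without counts and was not run, nor was the exchange of coding and whole-gene RNA-Seq values, of which only one kind is given. The stage block sets treated against untreated cells within each stage. Beyond this block, no paired analysis was possible because each condition has 1 library per stage and the labels pair no cultures by number.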

Differences from the paper's values

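The number of genes with increased TE in tetO-Msi1 cells given Dox was 71, against the paper's 6. The paper gives its 6 as included among several changed genes, and its legend calls the coloured points of Fig. 3D selected. The 6 may therefore not be a full count by the criteria of its methods. The exons counted here may differ from the constitutive CDS exons of the paper. With more than 20 reads required it was 7, which falls within the paper's value by the measure used here. This is a match in number only: Prpf3, which the paper names as increased, met the criteria with 9 and 12 footprint reads and is not among the 7. None of the other alternatives set before the data were examined did so: more than 50 reads gave 1, more than 100 reads 1, no filter on mRNA change 83, a TE change of at least 2-fold 306, at least 4-fold 21, centring on the median 59, and treated KH2 cells as control 45.

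The number with reduced TE was 17, against the paper's 3, which may likewise be a selection and not a full count. More than 20 reads gave 3. The other alternatives set before the data were examined did not reach it: more than 50 reads gave 0, more than 100 reads 0, no filter on mRNA change 17, at least 2-fold 132, at least 4-fold 7, centring 20, and treated KH2 cells as control 29.

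The Pearson r of TE in C4 cells with and without 4-OHT was 0.896, against the paper's about 0.86 in Fig. 3D, read by eye. More than 20, 50 and 100 reads gave 0.932, 0.957 and 0.971, so none of the alternatives set before the data were examined closed the gap.

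The log2 change of Jag1 footprint density between treated C4 and treated C1 cells was 0.018, against the paper's about 0.70 in Figure 4—figure supplement 2, read by eye. With RPKM rescaled by the median ratio it was 0.69, which is within the paper's value. Treated against untreated C4 cells also gave 0.69, without rescaling, so the value does not tell which comparison or scaling the figure used. Rescaling for Jag1 was among the alternatives set before the data were examined, and its use together with this control was added after seeing the values.

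The paper names Kirrel3 among the genes with increased translation, and labels Timp1 in Fig. 3D. By the criteria used here neither passed the filters: Kirrel3 had 5 mRNA reads with Dox and an mRNA change of -2.85, and Timp1 had 5 footprint reads without Dox. None of the settings run called either. Dhx37, which the paper names as repressed, met the criteria with 13 footprint reads given Dox, and did not at the limit of 20 reads that gave 3 reduced genes. At that limit the reduced genes were Tmco1, Jag1 and Rbm22. Jag1 was at percentile 96.1 of 3′ UTRs by density of 5 6mers, a higher rank than the paper states for its full set of enriched 6mers, and at 90.2 by UAG.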

Other observations

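Of the tests in this part, those of the KH2 pair for the number of targets, of 4-OHT for the sterol list, of the Notch target list and of motif density were set in advance. The others were chosen only after the result was seen.

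The KH2 pair, which has no Msi transgene, held 77 genes meeting the translational target criteria, against 88 in tetO-Msi1 cells. Which pair held more depended on the setting. Above 20 reads KH2 cells held 13, against 7 higher and 3 lower in tetO-Msi1 cells, and above 50 reads 6, against 1 and 0. With centring they held 80, against 59 and 20. Without the filter on mRNA change they held 80, against 83 and 17. Whether low Ribo-Seq counts account for the tetO-Msi1 number cannot be told apart on this count, since the KH2 number is nearly as large and the KH2 libraries have footprints concentrated on a few genes. Footprint counting noise at unequal depth as the whole cause is argued against by the redraws with every gene at the pair's median TE change. They gave a mean of 23.2 genes with higher TE and 0.52 with lower TE, against 71 and 17. Such noise may account for part of the genes with higher TE. In KH2 cells the redraws gave 7.61 higher and 1.71 lower, against 44 and 33, so both pairs hold more changes than footprint counting alone gives.

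TE of Jag1, Rbm22 and Dhx37 in tetO-Msi1 cells given Dox had a median log2 change of -0.083 against KH2 cells given Dox. The genes went both ways, Jag1 by 0.41 (interval -0.32 to 1.15), Rbm22 by -0.08 (interval -0.65 to 0.48) and Dhx37 by -0.74 (interval -1.75 to 0.26), and every interval spans 0. Whether Msi1 lowers their TE below that of cells without the transgene cannot be told apart from no difference, since these are 3 genes in 1 library per line. A 3-fold lower TE lies outside the intervals of Jag1 and Rbm22 and inside that of Dhx37. A candidate explanation is footprints added to a few genes in single libraries: KH2 cells without Dox held 11 genes at least 3-fold above the other 3 libraries, among them Sirt2 (168421 reads, against 49 with Dox), a gene chosen after its values were seen. This explanation cannot be told apart from a higher translation of these 3 genes in untreated tetO-Msi1 cells, which Dox then lowers, since there is 1 library per condition. The C1 and C4 libraries held 0, 2, 1 and 14 such genes. All these counts used TE shifted per library to a common level across genes, not TE as deposited. As deposited, Jag1 TE in untreated C1 cells was 0.816, against 0.257 in treated C1 cells. It was 0.159 in untreated and 0.154 in treated C4 cells.

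TE fell for most genes in C1 cells given 4-OHT, by a median of -1.46. The mitochondrially encoded list did not share the fall and changed by 0.39 in the same pair, at percentile 100. Its footprints also depend on how much of each library is cytosolic. The list therefore cannot decide whether reads outside coding exons diluted the other genes. The share of reads counted on coding exons was 28.5% without and 11.2% with 4-OHT, a difference in the direction of such a dilution. What set the C1 library without 4-OHT apart stays open and may be technical or a response to 4-OHT. No replicate was there to test either.

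The sterol list rose by 0.54 in C4 cells given 4-OHT. It rose by 0.57 in Cre-less C1 cells, at percentile 100 of random lists, which is consistent with an effect of 4-OHT itself. All 12 members rose in both lines.

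The mitochondrially encoded list rose in mRNA in tetO-Msi1 (0.31) and tetO-Msi2 cells (0.35) given Dox at E12.5. In KH2 cells it rose by 0.53, at percentile 100, which is consistent with an effect of Dox itself. Among its members mt-Nd2 rose there by 1.26. At E13.5 the list changed by 0.07.

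The Notch target list had a median change of 0.048 in tetO-Msi1 cells given Dox at E12.5, at percentile 74.9 of random lists, with 5 members higher and 2 lower. Lower Notch signalling after JAG1 loss cannot be told apart from no change on this list, since its 7 members went both ways and its median lies near 0. At E13.5 it was 0.49 (percentile 99.9), with Dtx1 at 1.02, and in C4 cells 0.10, with Nrarp at 1.03.

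The median log2 TE change of the 10% of genes with the highest 3′ UTR motif density differed from that of the 10% with the lowest by 0.061 in tetO-Msi1 cells (95% bootstrap interval 0.01 to 0.11), -0.07 in KH2 cells (interval -0.12 to -0.03) and -0.04 in C4 cells (interval -0.08 to 0.01). In tetO-Msi1 cells 2963 of 6926 genes had a density of 0, so the lowest 10% (692 genes) is only part of a tie. The same held in KH2 (2957 of 6910) and C4 cells (3517 of 8298). Medians of the highest 10% were 0.071 in tetO-Msi1, 0.126 in KH2 and -0.232 in C4 cells. Medians of all genes at 0 were 0.016, 0.163 and -0.214 in this order. The tetO-Msi1 values argue against a general repression of TE in proportion to the density of Msi binding sites. They say nothing on single genes.

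Of the remaining lists, neural stem genes (5 members) changed by -0.09 in mRNA in tetO-Msi1 cells of E12.5 and 0.12 in C4 cells, both within random lists. Of the epithelial list 1 member, and of the mesenchymal list 2 members, were expressed in tetO-Msi1 cells, too few for a value. In C4 cells 3 epithelial members had a median TE change of -0.30, within random lists.

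Reads of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were 40.0% and 40.7% of those of their X-linked copies in tetO-Msi1 cells of E12.5 without and with Dox, and 42.3% and 41.7% in tetO-Msi2 cells. They were 0.026% and 0.0887% in KH2 cells of E12.5, and 0 in all E13.5, C1 and C4 RNA-Seq libraries. Y-linked footprint reads were not 0 in the C1 and C4 libraries. C1 cells had 113 (1.14% of those of the X-linked copies) without and 14 with 4-OHT. C4 cells had 15 without and 12 with 4-OHT. In tetO-Msi1 cells the footprint share was 31.8% without and 21.5% with Dox. Comparisons of tetO-Msi1 with KH2 cells at E12.5 therefore also differ in the presence of Y-linked transcripts. The stages of tetO-Msi1 cells differ in their Y-linked RNA-Seq counts as well. Whether the 0 at E13.5 means absent transcripts, or comes from how those libraries were counted, was not tested.

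Jag1 mRNA changed by 0.13 (interval -0.07 to 0.34) in tetO-Msi2 cells given Dox. Erbb2ip, which the paper names for splicing, had a TE change of -0.20 (interval -0.51 to 0.12) in tetO-Msi1 cells. In C4 cells it was -0.38 (interval -0.68 to -0.08), where the median gene changed by -0.23. Against KH2 cells given Dox, the change in tetO-Msi1 cells was -0.42 (interval -0.77 to -0.08). Treated C4 against treated C1 cells gave -1.08 (interval -1.37 to -0.79), at a median of -0.73 over all genes. In C1 cells 4-OHT changed it by -1.88 (interval -2.06 to -1.70), at a median of -1.46. In C1 cells the largest rise in TE among genes meeting the criteria was that of Bbc3 (5.44, 346 reads with 4-OHT and 10 without), and the largest fall that of Bet1l (-3.96, 7 and 126 reads).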
